# TORC1‐mediated sensing of chaperone activity alters glucose metabolism and extends lifespan

**DOI:** 10.1111/acel.12623

**Published:** 2017-06-14

**Authors:** Matea Perić, Anita Lovrić, Ana Šarić, Marina Musa, Peter Bou Dib, Marina Rudan, Andrea Nikolić, Sandra Sobočanec, Ana‐Matea Mikecin, Sven Dennerlein, Ira Milošević, Kristian Vlahoviček, Nuno Raimundo, Anita Kriško

**Keywords:** ageing, glucose starvation, mitochondria, protein chaperones, replicative lifespan, Snf1/AMPK, TORC1, yeast

## Abstract

Protein quality control mechanisms, required for normal cellular functioning, encompass multiple functions related to protein production and maintenance. However, the existence of communication between proteostasis and metabolic networks and its underlying mechanisms remain elusive. Here, we report that enhanced chaperone activity and consequent improved proteostasis are sensed by TORC1 via the activity of Hsp82. Chaperone enrichment decreases the level of Hsp82, which deactivates TORC1 and leads to activation of Snf1/AMPK, regardless of glucose availability. This mechanism culminates in the extension of yeast replicative lifespan (RLS) that is fully reliant on both TORC1 deactivation and Snf1/AMPK activation. Specifically, we identify oxygen consumption increase as the downstream effect of Snf1 activation responsible for the entire RLS extension. Our results set a novel paradigm for the role of proteostasis in aging: modulation of the misfolded protein level can affect cellular metabolic features as well as mitochondrial activity and consequently modify lifespan. The described mechanism is expected to open new avenues for research of aging and age‐related diseases.

## Introduction

Protein homeostasis (proteostasis) encompasses the equilibrium between synthesis, conformational maintenance, and degradation of damaged proteins. While protein synthesis has a critical role in making the proteome and promoting cell growth, failure to eliminate misfolded proteins can lead to inactivation of functional proteins as well as cell degeneration and death. Cellular proteostasis is maintained by a network of molecular chaperones, protein degradation machineries, and stress–response pathways, whose coordinated action senses and counteracts protein misfolding (Wolff *et al*., 2014). Molecular chaperones, including the heat‐shock proteins (HSPs), are ubiquitously present cellular proteins, which display a wide spectrum of folding‐oriented activities, coping with regular protein folding events, as well as stress‐induced protein misfolding (Morano *et al*., 1998). The efficiency of proteostasis may decline, with well‐described consequences, especially in the context of numerous diseases and aging (Labbadia & Morimoto, 2015). As a result of such a decline, proteins cannot maintain their native fold or perform their function and, consequently, cells promote the removal of damaged proteins through their degradation, refolding, and/or aggregation (Brandvold & Morimoto, 2015). On the other hand, the research on phenotypes related to the alleviation of protein misfolding is not keeping pace. The improvement of disaggregase activity in yeast was found to diminish the accumulation of insoluble aggregates during aging and restored degradation of 26S proteasome substrates in aged cells (Andersson *et al*., 2013). Because of extensive interest, the cell‐wide response to the enrichment in chaperone activity has not received any attention.

Despite the indisputable importance of cellular proteostasis on multiple levels, the relationships between proteostasis and other cellular pathways remain poorly understood. While signaling networks have evolved to convey information on any changes among themselves and turn them into critical decisions regarding cellular destiny, little is known about the role of molecular chaperones in the regulation of metabolic networks (Rowland *et al*., 2012).

Here, we investigate the cellular response to improved proteostasis resulting from enhanced chaperone activity and how it communicates with the metabolic networks, using budding yeast as a model system. We show that the response to protein misfolding alleviation is a phenocopy of the glucose starvation response. This outcome relies on deactivation of TORC1 and consequent activation of the Snf1 kinase, a yeast ortholog of mammalian AMPK. Further, our results reveal the role of Tor1 kinase as a sensor of improved chaperone function and protein folding environment. Remarkably, all mutants characterized by improved proteostasis display an extension of the replicative lifespan (RLS). We identify the increase in cellular respiratory activity as the trigger of the RLS extension, dependent on TORC1 deactivation and Snf1 activation, thus demonstrating that the observed lifespan extension fully relies on the metabolic changes originating from proteostasis improvement. The data presented here demonstrate that, in the context of normal cellular functioning, as well as aging, the role of protein chaperones goes beyond the management of misfolded proteins, with downstream effects on cellular metabolism and mitochondrial network.

## Results

### Differential gene expression in chaperone‐enriched strains reveals a phenocopy of glucose starvation

To decrease the amount of misfolded proteins, we independently overexpressed protein chaperones located in different cellular compartments—nascent polypeptide‐associated complex (NAC, *EGD2*), cytosolic T‐complex (*TCP1*), mitochondrial HSP70 (*SSC1*), and HSP70 family chaperone from the endoplasmic reticulum (*LHS1*). For brevity, we termed these mutants chaperone‐enriched strains (ChESs). The level of enrichment with each chaperone was estimated by flow cytometry. We find the Egd2, Lhs1, and Tcp1 enriched threefold, while Ssc1 is enriched 2.5‐fold (Fig. S1A, Supporting information). We next evaluated whether such enrichment in chaperone function results in decrease in misfolded protein amount. ChESs display, on average, a 40% decrease in protein carbonylation (PC) level (Fig. 1A). Even though PC has long been considered as a marker of oxidative stress, it has been shown that misfolded proteins and proteins characterized by decreased conformational stability are more prone to PC (Vidovic *et al*., 2014), rendering it an indicator of protein folding quality. Moreover, a strong downregulation of the Hsp90 chaperone is observed, relative to the control (Figs 1B and S1B, Supporting information). In addition, the level of Hsp104‐dependent protein aggregation is decreased in ChES from ~4% of cells with aggregates in the control strain to ~1% in ChES (Figs 1C and S2, Supporting information). Together, these observations suggest that the chaperone enrichment indeed led to a decrease in the extent of protein misfolding.

**Figure 1:**
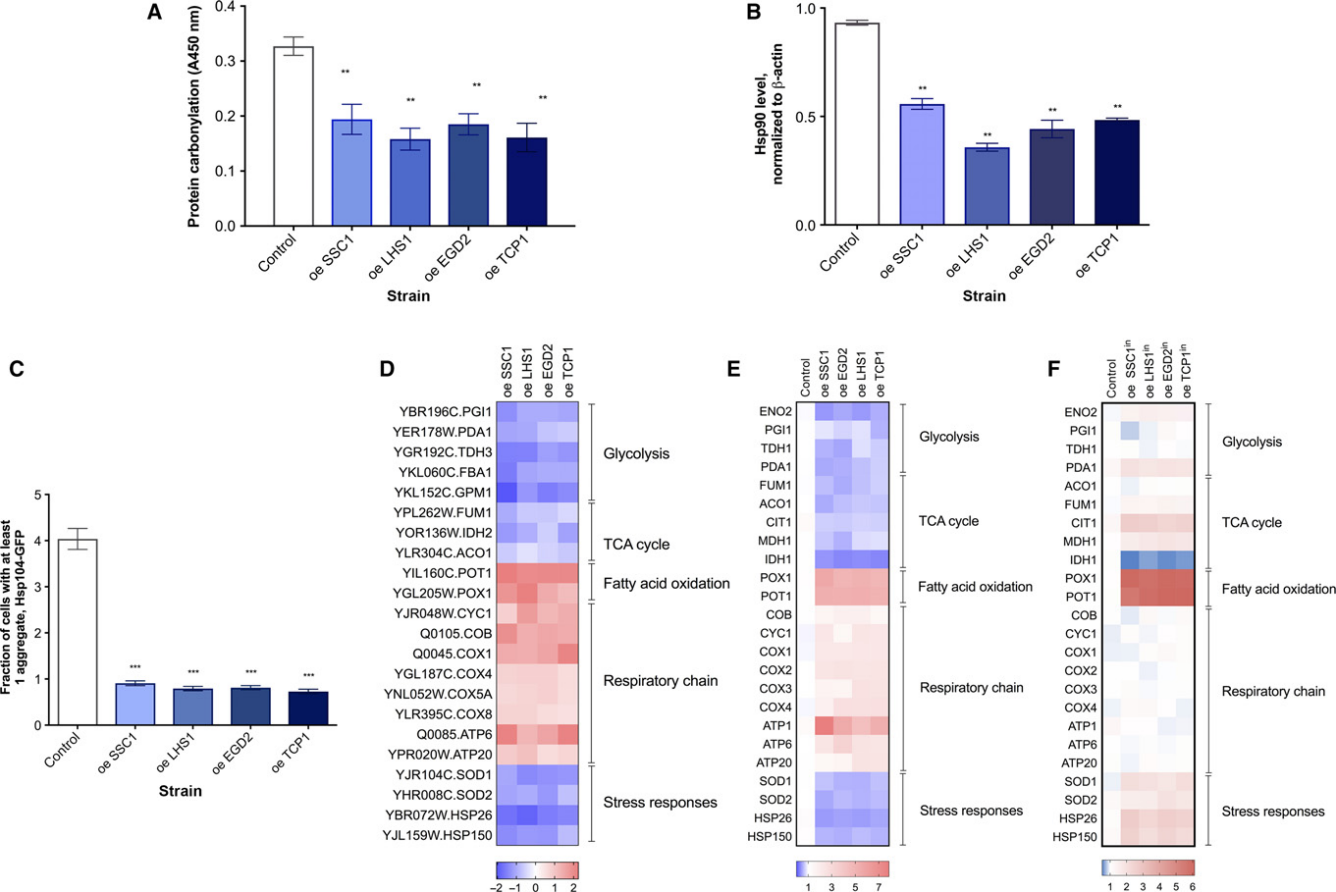
Enrichment in chaperone activity alleviates protein damage and activates a glucose starvation‐like response. (A) Protein carbonylation (PC) is decreased in the ChES. As a control, wild‐type yeast with an empty vector was used. Data on the graph are mean ± SD from at least three independent cultures, each performed in technical triplicate. *P* values were calculated using ANOVA plus post hoc. ***P < 0.001; **P < 0.01; *P < 0.05. (B) Hsp82 levels are decreased in ChES. Hsp82‐specific band intensity was normalized to the intensity of β‐actin (loading control). Control is wild‐type yeast with an empty vector. Data on the graph are mean ± SD from at least three independent cultures, each performed in technical triplicate. *P* values were calculated using ANOVA plus post hoc. ***P < 0.001; **P < 0.01; *P < 0.05. (C) ChESs are characterized by decreased protein aggregation propensity. Protein aggregation propensity is expressed as the fraction of cells with at least one aggregate. More than 1000 cells were screened for aggregates starting from two independent exponential yeast cultures for each strain. Control is wild‐type yeast with an empty vector. Data on the graph are mean ± SD from two independent cultures. *P* values were calculated using ANOVA plus post hoc. ***P < 0.001; **P < 0.01; *P < 0.05. (D) Differential gene expression in ChES reveals a glucose starvation‐like response. Heat map displays RNASeq‐derived differential expression (contrasted to control) of selected genes, grouped according to their respective metabolic pathways. Gray X signs indicate statistically insignificant fold changes. Gene names are indicated on the left of each heat map. (E) qPCR measurement of differential gene expression confirms a glucose starvation response phenocopy in ChES. Color of the squares on the heat map corresponds to the mean value of the log fold change from three biological and three technical replicates. UBC6 was used for normalization. Control is wild‐type yeast with an empty vector. (F) Enrichment in inactivated versions of each chaperone (iChES) does not phenocopy glucose starvation response. Color of the squares on the heat map corresponds to the mean value of the log fold change from three biological and three technical replicates. UBC6 was used for normalization. Control is wild‐type yeast with an empty vector.

As an additional control, we have enriched the cells with the inactivated version of each chaperone (iChES, Fig. S3, Supporting information, for details, see Experimental procedures) and detected a subtle increase in Hsp104‐dependent protein aggregation from 4% of cells with aggregates to 7–8% (Figs S1C and S2, Supporting information). This increase in cellular fraction containing aggregates was accompanied by an average of 15% increase in protein carbonylation level (Fig. S1D, Supporting information).

With the aim of uncovering general trends in gene expression in ChES, we applied RNA sequencing (RNASeq) (results summarized in Table S1, Supporting information). 

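RNASeq libraries of the 4 ChES, each overexpressing (oe) one chaperone, were examined as normalized counts per gene. There were 3 libraries of oe SSC1, 3 of oe LHS1, 2 of oe EGD2 and 3 of oe TCP1. The 3 control libraries are not analysed here. The authors aligned single-end reads of 50 bases to the sacCer3 genome with STAR 2.3.0e and counted reads per gene with htseq-count 0.6.0 without regard to strand. They then removed outlier replicates and divided the counts by DESeq2 size factors. Whole read counts could be recovered from the deposited values in all 11 libraries, to within 0.01 of a read. The depth was 10127206 to 20286329 reads per library (median 14090055). The depth ranged from 13172452 to 14879137 reads for oe SSC1 (median 14090055) and from 10357513 to 13991742 for oe LHS1 (median 11199213). It ranged from 10127206 to 20286329 for oe TCP1 (median 18154378), and the oe EGD2 libraries held 16046097 and 18332088 reads. Of 7122 genes, the 6592 with a mean of at least 5 normalized counts were tested. The strains were compared with limma on log2(normalized count + 1), with Benjamini-Hochberg adjustment at 0.05.

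For comparison with the control, a control level was derived for the 1234 genes in the oe TCP1 sheet of Table S1, by dividing the mean of the 3 oe TCP1 libraries by the paper's fold change. The ratio of each strain to this implied control level is given as log2, with the SD between libraries. For oe TCP1 this ratio is the paper's own value by construction. It was checked on the 146 genes that are also in the part of the oe EGD2 sheet used here. The ratio of the oe EGD2 libraries to the implied level and the paper's oe EGD2 value had the same sign in all 146, and differed by a median of 0.01 and by at most 0.35 (log2). That part holds 161 genes, all with an adjusted p of at most 0.0054 by DESeq2 in the paper's oe EGD2 comparison. The same sign was therefore likely beforehand, and genes with weaker differences in oe EGD2 were not checked. No spread of the control is known, so these ratios carry no test. The labels and the methods name YPD for the wild type and -URA medium for the overexpression strains. For the induction, the methods describe a move of the cells to YPD with galactose in place of glucose. They state there that the empty vector control was handled in the same way. URA3, the plasmid marker, stood at 4.51 to 5.11 (log2) over the implied level in the 4 strains. Effects of medium or plasmid cannot be told apart from those of the chaperones in these ratios. The 4 ratios of a gene share one control level, and the genes were selected by their difference in oe TCP1. A shared direction in all 4 strains is therefore favoured in advance, and tallies of direction are descriptive. No share over all 1234 genes is given beside them. This way of comparing was chosen after the data were examined. In the libraries labelled oe SSC1, the SSC1 transcript was above that of all other strains in 1 of 3 libraries, so the strain is named by its label throughout.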

The most striking results are the downregulation of key glycolytic and TCA cycle enzymes, strongly arguing toward the repression of glycolysis and the TCA cycle (Fig. 1D). 

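Transcripts of 9 glycolytic enzymes were below the implied control level in all 4 ChES. Of the 17 genes in the glycolysis list, 9 are in the oe TCP1 sheet of Table S1, and all 9 were lower in each strain. Their median log2 ratio was -1.06 in the libraries labelled oe SSC1, -1.08 in oe LHS1, -0.66 in oe EGD2 and -1.09 in oe TCP1. TDH3, encoding a glyceraldehyde-3-phosphate dehydrogenase, stood at -1.54 ± 0.04 in oe LHS1 (SD, n = 3) and -0.89 ± 0.01 in oe EGD2 (SD, n = 2). Its near-identical paralogs may share its reads, which was not measured here. GPM1, the phosphoglycerate mutase, stood at -1.39 ± 0.20 in oe LHS1 (SD, n = 3), -0.66 ± 0.13 in oe EGD2 (SD, n = 2) and -1.46 ± 1.17 in the libraries labelled oe SSC1 (SD, n = 3), the last -2.20 without oe SSC1 replicate 3. PGI1, the phosphoglucose isomerase, lies on chromosome II from 612236 to 613900 in the R64 assembly and had 17660 ± 1589 normalized counts in oe LHS1 (SD, n = 3) against an implied control level of 37382.3.

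In the list of pyruvate dehydrogenase and TCA cycle genes, 9 of 21 are in the sheet, and 8 of them were lower in oe LHS1, in oe TCP1 and in the libraries labelled oe SSC1, while 7 were lower in oe EGD2. IDH2, a subunit of isocitrate dehydrogenase, was below the implied level in all 11 libraries, at -1.09 ± 0.22 in oe LHS1 (SD, n = 3) and -0.58 ± 0.18 in oe EGD2 (SD, n = 2). ACO1, the aconitase, stood at -0.47 ± 0.21 in oe LHS1 (SD, n = 3) and at -0.05 ± 0.26 in oe EGD2 (SD, n = 2). In oe EGD2 1 library lay below and 1 above the implied level, and the value was 0.13 without oe EGD2 replicate 1. CIT3, a mitochondrial citrate synthase, stood from 0.17 in oe LHS1 to 1.45 in oe EGD2. Without oe LHS1 replicate 1 its value was -0.36 and all 9 genes were lower in oe LHS1, and without oe EGD2 replicate 2 it was 0.69. Between the strains, limma called 0 of the 17 glycolytic and 0 of the 21 TCA cycle genes, also when adjusted over the list alone. At an unadjusted p under 0.05, limma and edgeR counted 0 genes in both lists, and DESeq2 counted 0 and 1.

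**Figure D1:**
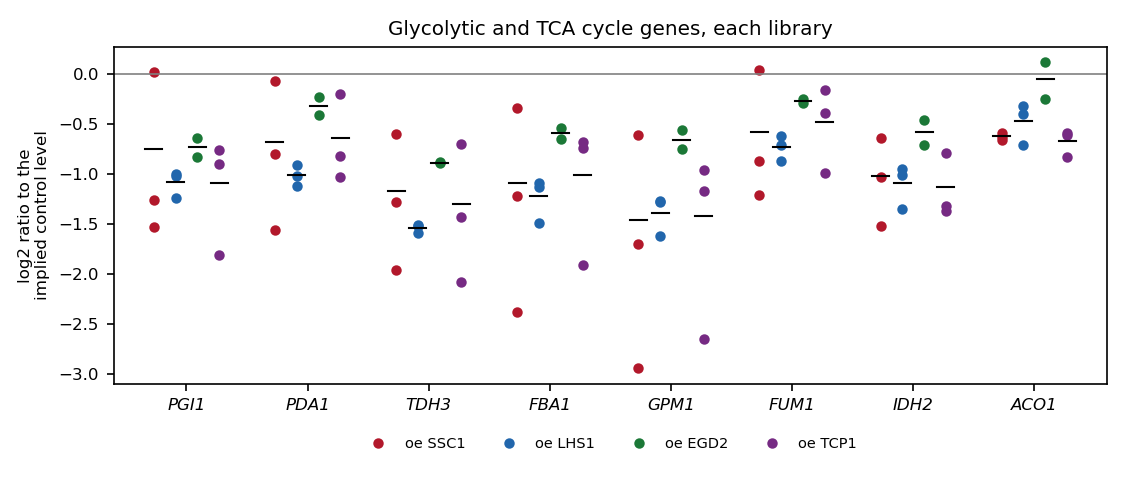
Log2 ratio of each library to the implied control level for the 5 glycolytic and 3 TCA cycle genes of Fig. 1D. Points are libraries, coloured by strain (3 libraries each, 2 for oe EGD2), and black lines are the log2 ratio of the strain's mean. For each of PGI1, FUM1 and ACO1, 1 of the 11 libraries lies above 0, and for the other 5 genes every library lies below.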

The increased expression levels of the respiratory chain subunits suggest an increase in respiration in ChES (Fig. 1D). Additionally, strong upregulation of *POX1* (encoding fatty‐acyl coenzyme A oxidase) and *POT1* (encoding 3‐ketoacyl‐CoA thiolase) in ChES brings forward fatty acids as the preferred energy source (Fig. 1D). 

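Of the 8 respiratory chain genes in Fig. 1D, 7 are in the oe TCP1 sheet of Table S1, and all 7 were above the implied control level in oe LHS1, oe EGD2 and oe TCP1. In the libraries labelled oe SSC1, 6 were above it and 1 below. CYC1, encoding cytochrome c, was above the implied level in all 11 libraries. It stood at 1.58 ± 0.40 in oe LHS1 (log2, SD, n = 3), 0.65 ± 0.16 in oe EGD2 (SD, n = 2) and 0.83 ± 0.14 in the libraries labelled oe SSC1 (SD, n = 3). COX4, a nuclear-encoded subunit of cytochrome c oxidase, stood at 0.64 ± 0.42 in oe LHS1 (SD, n = 3), 0.83 ± 0.07 in oe EGD2 (SD, n = 2) and -0.04 ± 0.13 in the libraries labelled oe SSC1 (SD, n = 3). Without oe SSC1 replicate 2 the last value was 0.02. COX5A and COX8, further subunits of the oxidase, stood at 0.26 ± 0.11 and 0.10 ± 0.08 in the libraries labelled oe SSC1 (SD, n = 3). In oe LHS1 they stood at 0.61 ± 0.25 and 0.62 ± 0.33 (SD, n = 3). ATP20, a subunit of the ATP synthase, had 1089 ± 388 normalized counts in oe LHS1 (SD, n = 3) and 713 ± 139 in the libraries labelled oe SSC1 (SD, n = 3), with an implied control level of 603.8.

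The mitochondrially encoded COX1 was above the implied level in 10 of 11 libraries and ATP6 in all 11. In the 3 oe LHS1 libraries COX1 stood at -0.05, 1.46 and 1.43 (log2), and ATP6 at 1.14 ± 0.49 (SD, n = 3). COX1 stood at 1.56 ± 0.47 in the libraries labelled oe SSC1 (log2, SD, n = 3) and 1.19 ± 0.33 in oe EGD2 (SD, n = 2). In the same order, ATP6 stood at 1.91 ± 0.47 (SD, n = 3) and 1.71 ± 0.13 (SD, n = 2). These transcripts had few counts, 10 to 62 per library for COX1 and 7 to 25 for ATP6, and implied control levels of 10.1 and 4.9. Of the 36 genes in the list of nuclear-encoded respiratory chain subunits, 8 are in the sheet, of which 8 were higher in oe LHS1, 8 in oe EGD2 and 5 in the libraries labelled oe SSC1, the last 7 without oe SSC1 replicate 2. Between the strains, 0 of the 36 nuclear-encoded and 0 of the 6 tested mitochondrially encoded genes passed the test by limma, over all genes or adjusted over the list alone. For the nuclear-encoded list, the counts at an unadjusted p under 0.05 were 1 by limma, 1 by edgeR and 5 by DESeq2, and for the mitochondrially encoded list 0 by each of the 3 tools.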

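POX1 and POT1, which encode the first and the last enzyme of peroxisomal fatty acid oxidation, were above the implied control level in 10 of 11 libraries each. The exception was oe TCP1 replicate 3 for both genes. POX1, on chromosome VII from 108158 to 110404 in the R64 assembly, stood at 2.14 ± 0.56 in oe LHS1 (log2, SD, n = 3), 1.52 ± 0.63 in oe EGD2 (SD, n = 2) and 1.63 ± 1.08 in the libraries labelled oe SSC1 (SD, n = 3). POT1, on chromosome IX from 40191 to 41444, stood at 1.63 ± 1.39 in oe LHS1 (SD, n = 3), 2.36 ± 1.02 in oe EGD2 (SD, n = 2) and 1.71 ± 0.97 in the libraries labelled oe SSC1 (SD, n = 3). The level of POT1 varied 10.4-fold among the libraries, from 252 normalized counts in oe TCP1 replicate 3 to 2627 in oe TCP1 replicate 1. Single libraries carry much of these ratios. Without oe LHS1 replicate 1 POT1 stood at 0.35 in oe LHS1, and without oe SSC1 replicate 2 POX1 stood at 0.76 in the libraries labelled oe SSC1. In oe EGD2, POT1 was 1.47 without replicate 1 and POX1 1.01 without replicate 2. The level of POX1 varied 7.7-fold, from 130 in oe TCP1 replicate 3 to 998 in oe SSC1 replicate 2.

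Of the 18 genes in the list of fatty acid oxidation and peroxisome genes, 8 are in the oe TCP1 sheet of Table S1, and all 8 were higher in each strain. Their median was 0.80 in the libraries labelled oe SSC1, 0.60 in oe LHS1, 0.92 in oe EGD2 and 0.84 in oe TCP1. Without oe LHS1 replicate 1, 6 of the 8 were higher in oe LHS1, with a median of 0.31, and without oe EGD2 replicate 1, 7 in oe EGD2. IDP3, the peroxisomal isocitrate dehydrogenase, was above the implied level in all 11 libraries, by 1.95 ± 0.40 in oe LHS1 (SD, n = 3), and CTA1, the peroxisomal catalase, stood at 0.88 in oe EGD2. None of the 18 genes differed between the strains by limma, also when adjusted over the list alone, and 0 had an unadjusted p under 0.05 by limma, edgeR or DESeq2.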

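Several genes measured by qPCR lie outside Fig. 1D, and their RNASeq values are as follows. ENO2, the enolase, stood at -0.92 ± 0.35 in oe LHS1 (log2 ratio to the implied control level, SD, n = 3), -0.83 ± 0.60 in oe EGD2 (SD, n = 2) and -1.06 ± 0.74 in the libraries labelled oe SSC1 (SD, n = 3). It was below the implied level in all 11 libraries, and stood at -1.32 and -0.47 in the single oe EGD2 libraries. The mitochondrially encoded COX2 stood at 1.23 ± 0.79 in oe LHS1 (SD, n = 3), 1.55 ± 0.81 in oe EGD2 (SD, n = 2) and 1.91 ± 0.71 in the libraries labelled oe SSC1 (SD, n = 3). It had 6 to 31 normalized counts per library, and stood at 0.87 in oe EGD2 without replicate 2. COX3, also mitochondrially encoded, stood at 1.24 ± 0.82 in oe LHS1 (SD, n = 3) and 1.07 ± 1.25 in oe EGD2 (SD, n = 2), at 5 to 29 counts per library. Without oe EGD2 replicate 2 the last value was -0.07.

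The other genes are not in the oe TCP1 sheet of Table S1, which lists genes with an adjusted p up to 0.1 by DESeq2, and have levels only. TDH1, a glyceraldehyde-3-phosphate dehydrogenase whose near-identical paralogs may share its reads, ranged from 1579 normalized counts in oe TCP1 replicate 3 to 69442 in oe EGD2. CIT1, the mitochondrial citrate synthase, averaged 6220 ± 2478 in oe LHS1 (SD, n = 3), 15996 ± 6716 in oe EGD2 (SD, n = 2) and 9794 ± 7968 in oe TCP1 (SD, n = 3). MDH1, the mitochondrial malate dehydrogenase, ranged from 3223 to 8913 and IDH1, a subunit of isocitrate dehydrogenase, from 2143 to 4517. ATP1 and ATP2, subunits of the ATP synthase, ranged from 6232 to 10674 and from 11395 to 20894, and CDC19, the pyruvate kinase, from 8064 to 35516. UBC6, the reference gene of the qPCR, ranged from 1164 to 1845 over the 11 libraries. The limma adjusted p for a difference among the 4 strains was 0.96 for TDH1, CIT1, MDH1, IDH1, ATP2, COX2, COX3 and UBC6, 0.98 for ATP1 and 0.99 for ENO2 and CDC19.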

The results obtained by RNASeq were confirmed by qPCR, where target genes display similar trends as observed by RNASeq (Fig. 1E). Clearly, differential gene expression in ChES displays a glucose starvation‐like response (Lin *et al*., 2002).

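Of the 16 genes of gluconeogenesis and the glyoxylate cycle, 9 are in the oe TCP1 sheet of Table S1, and 8 of these were higher in oe EGD2, in oe TCP1 and in the libraries labelled oe SSC1, and 7 in oe LHS1. Without oe LHS1 replicate 1, 4 were higher in oe LHS1 and 5 lower. MLS1 and ICL1, the malate synthase and isocitrate lyase of the glyoxylate cycle, were above the implied level in all 11 libraries. MLS1 stood at 1.94 ± 0.28 in oe EGD2 (log2, SD, n = 2), and ICL1 at 0.92 ± 0.58 in oe LHS1 (SD, n = 3), or 0.51 without replicate 1. FBP1, the fructose-1,6-bisphosphatase, was above it in 10 of 11 libraries, at 1.40 ± 0.75 in oe LHS1 (SD, n = 3), or 0.84 without replicate 1. PCK1, the phosphoenolpyruvate carboxykinase, stood at -0.13 in oe LHS1 and 1.56 in oe EGD2, or 0.07 without oe LHS1 replicate 3 and 0.56 without oe EGD2 replicate 2. MDH2, the cytosolic malate dehydrogenase, was lower in each strain, from -1.19 to -1.03.

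Of the 13 genes of glucose transport and sensing, 4 are in the sheet and all 4 were higher in each strain, but 2 of 4 in oe LHS1 without replicate 1. HXT1, a glucose transporter known for its expression at high glucose, stood at 2.02 ± 0.92 in oe LHS1 (SD, n = 3; 1.28 without replicate 1) and 0.66 ± 0.03 in oe EGD2 (SD, n = 2). MIG2, a glucose-responsive repressor, stood at 2.13 ± 0.12 in oe LHS1 (SD, n = 3) and 1.12 ± 0.61 in oe EGD2 (SD, n = 2; 0.62 without replicate 1). Of the 13 genes of nitrogen catabolism, 9 are in the sheet, 8 higher and 1 lower in each strain, but 6 higher in oe LHS1 without replicate 1 and 7 in the libraries labelled oe SSC1 without replicate 1. GAP1, the general amino acid permease, stood at 2.37 ± 0.95 in oe LHS1 (SD, n = 3), and CHA1, the catabolic serine and threonine deaminase, at -2.66 ± 0.61. The paper reasons that the lower transcripts of glycolytic and TCA cycle enzymes argue for repression of both pathways, and that POX1 and POT1 point to fatty acids as an energy source. It concludes from the expression differences that the ChES display a response like that to glucose starvation.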

Moreover, several genes typically upregulated during the heat‐shock response (e.g., Hsp90, Hsp150, and Hsp26) are downregulated in ChES, indicating a decrease in proteotoxic stress to below the basal levels observed in the control strain (Fig. 1D, Table S1, Supporting information). Furthermore, *SOD1*, cytosolic copper–zinc superoxide dismutase, and *SOD2*, mitochondrial manganese superoxide dismutase, are both significantly downregulated in ChES relative to the control, suggesting an overall decrease in the reactive oxygen species (ROS) level (Table S1, Supporting information). To confirm this observation, we monitored fluorescence that results from the reaction of 2′,7′‐dichlorodihydrofluorescein (H2DCF) with intracellular ROS, using a FACS‐based procedure. 

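HSP150, a secreted heat shock protein of the cell wall, was below the implied control level in 10 of 11 libraries. It stood at -1.28 ± 0.04 in oe LHS1 (log2, SD, n = 3), -0.55 ± 0.62 in oe EGD2 (SD, n = 2) and -0.66 ± 0.96 in the libraries labelled oe SSC1 (SD, n = 3). With 1 library left out, the oe EGD2 value lay at -1.06 or -0.18 and the last value from -1.45 to -0.38. Of the 25 genes in the list of heat shock proteins and cytosolic chaperones, 5 are in the oe TCP1 sheet of Table S1, and in each strain 1 of these, HSP150, was lower and 4 were higher. BTN2, which sorts misfolded proteins, stood at 3.43 ± 0.08 in oe LHS1 (SD, n = 3), 2.50 ± 0.35 in oe EGD2 (SD, n = 2) and 4.07 ± 2.79 in the libraries labelled oe SSC1 (SD, n = 3), the last 2.19 without oe SSC1 replicate 2. It was above the implied level in 9 of 11 libraries. SSA4, a stress-inducible Hsp70 whose paralogs may share its reads, stood at 2.52 ± 0.13 in oe LHS1 (SD, n = 3) and 1.55 ± 0.99 in oe EGD2 (SD, n = 2; 0.68 without replicate 1), and was above it in 9 of 11. FES1, an exchange factor of the cytosolic Hsp70, and SSA3, another inducible Hsp70, were above it in 10 of 11 libraries each. In oe LHS1 FES1 stood at 2.82 ± 0.08 and SSA3 at 1.11 ± 0.02 (SD, n = 3).

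HSP82 and HSC82, the genes of Hsp90, and HSP26, a small heat shock protein, are not in the sheet and have levels only. The sheet lists genes with an adjusted p up to 0.1 by DESeq2. The paper's comparison of oe TCP1 with the control thus did not list these genes at that level. For the other strains this was not examined in full here. HSP82 ranged from 3780 normalized counts in oe TCP1 replicate 3 to 214688 in oe SSC1 replicate 2. It averaged 43475 ± 1954 in oe LHS1 (SD, n = 3) and 34432 ± 30908 in oe TCP1 (SD, n = 3). Reads may be shared between it and HSC82, which ranged from 21406 to 141070. HSP26 averaged 5269 ± 2753 in oe LHS1 (SD, n = 3) and 50802 ± 41725 in oe EGD2 (SD, n = 2). Between the strains, limma called 0 of the 25 genes, also when adjusted over the list alone, with 0 at an unadjusted p under 0.05 by limma, 0 by edgeR and 2 by DESeq2.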

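SOD2 was below the implied control level in all 11 libraries. It stood at -0.93 ± 0.16 in oe LHS1 (log2, SD, n = 3), -0.30 ± 0.23 in oe EGD2 (SD, n = 2) and -0.87 ± 0.53 in the libraries labelled oe SSC1 (SD, n = 3). The single oe EGD2 libraries stood at -0.47 and -0.14. Its normalized counts were 3167 ± 351 in oe LHS1 (SD, n = 3) and 4915 ± 791 in oe EGD2 (SD, n = 2), with an implied control level of 6049.6. SOD1 is not in the oe TCP1 sheet of Table S1, which lists genes with an adjusted p up to 0.1 by DESeq2. SOD1 has levels only, 8765 ± 2591 normalized counts in oe LHS1 (SD, n = 3) and 23296 ± 1970 in oe EGD2 (SD, n = 2). It had 15284 ± 8805 in oe TCP1 (SD, n = 3) and 11210 ± 5349 in the libraries labelled oe SSC1 (SD, n = 3). CCS1, the copper chaperone of Sod1, was below its implied level in all 11 libraries, at -0.77 ± 0.09 in oe LHS1 (SD, n = 3) and -0.74 ± 0.19 in oe EGD2 (SD, n = 2). Of the 20 genes of antioxidant defence, 7 are in the sheet, and in each strain 6 were lower and 1, the catalase gene CTA1, was higher, except that 5 were lower in oe EGD2 without replicate 1. The glutathione peroxidase gene HYR1 was below in all 11 libraries, at -1.49 ± 0.01 in oe LHS1 (SD, n = 3), and the peroxiredoxin genes TSA1 and AHP1 stood at -0.66 and -1.59 there. SOD1 and SOD2 each had an adjusted p of 0.96 among the 4 strains by limma. None of the 20 genes passed by limma, also when adjusted over the list alone, with 0 at an unadjusted p under 0.05 by limma, 0 by edgeR and 1 by DESeq2.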

ChES mutants showed an average of 40% decrease in ROS levels compared to the control strain (Fig. S1E, Supporting information).

The iChES strains (Fig. S3, Supporting information), enriched in the inactivated version of each chaperone, do not exhibit a decrease in glycolytic and TCA cycle enzymes’ expression level, or an increase in the respiratory chain component expression (Figs 1F and S1F, Supporting information). These results suggest that the differential gene expression pattern detected in ChES is reliant on increased chaperone activity and/or the beneficial consequences that it has on protein folding environment. However, strong upregulation of *POT1* and *POX1*, observed also in iChES (Figs 1F and S1F, Supporting information), suggests that the increase in the fatty acid oxidation is not related to the increased chaperone activity in ChES. The mechanism and the role of increased fatty acid oxidation in ChES and iChES remain unclear based on the presented data and will be the subject of future research.

### ChESs are characterized by increased oxygen consumption

We further explored the glucose starvation‐like phenotype suggested by the ChES transcriptome. We first measured O_2_ consumption in ChES, mimicking flask culture conditions (30 °C temperature, with stirring). The growth curves of studied strains with the labeled point at which we have harvested the cells are shown in Fig. S4A (Supporting information). All of the ChESs exhibited, on average, a twofold increase in O_2_ consumption in comparison with the control strain, with most prominent change observed in *EGD2* overexpression followed by *TCP1*,* LHS1,* and *SSC1* (Fig. 2A). Petite strain, which has no functional electron transport chain, was included as a negative control and showed respiration deficiency. Moreover, the iChESs, enriched in inactivated version of each chaperone, display no increase in the oxygen consumption (Fig. S4B, Supporting information), suggesting that the increase in respiratory activity in ChES stems from the activity of studied chaperones.

**Figure 2:**
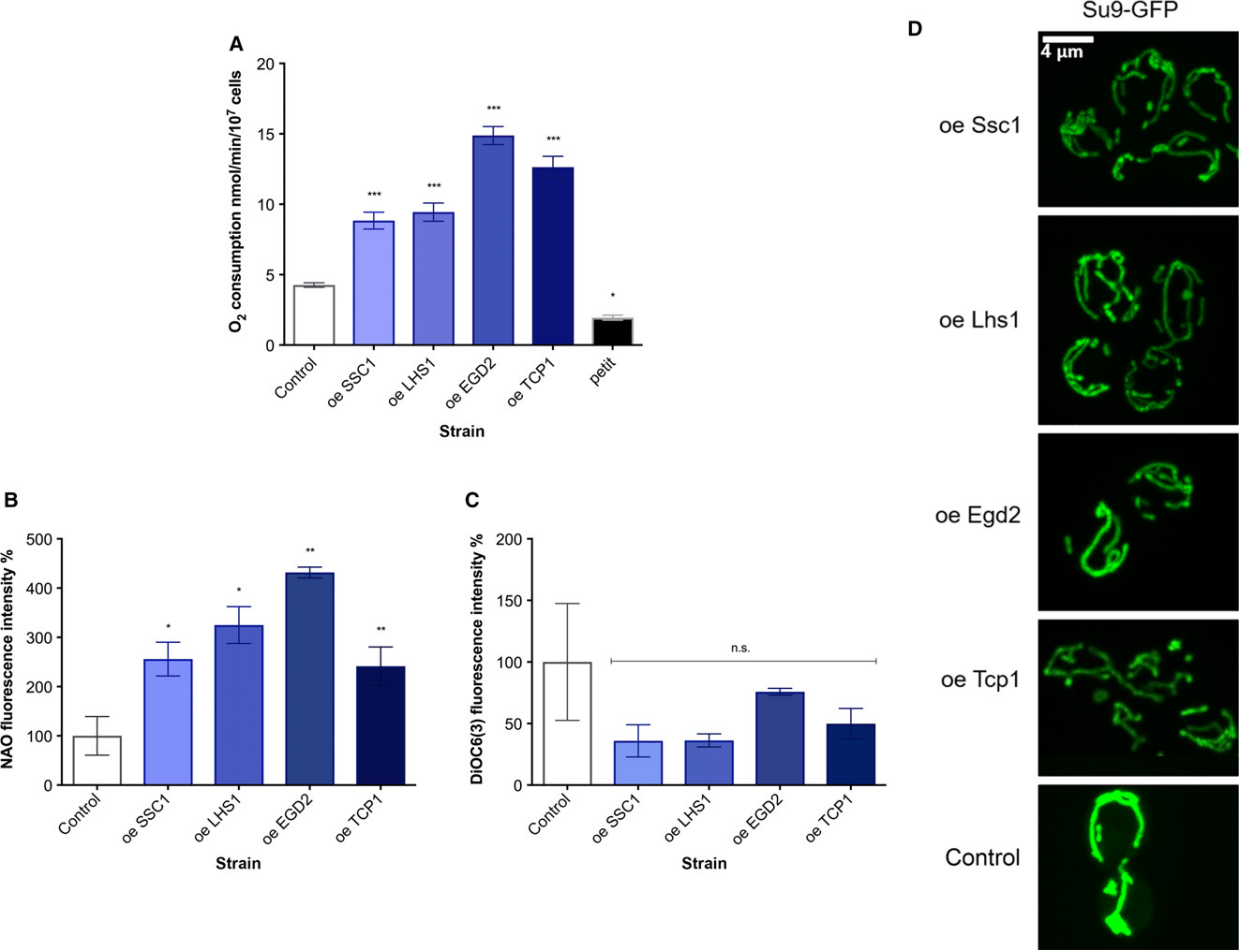
Enrichment in chaperone activity is accompanied by increased oxygen consumption and hyperfused mitochondria. (A) Oxygen consumption rates are increased in ChES. Control is wild‐type yeast with an empty vector. Data on the graph are mean ± SD from three biological and three technical replicates. *P* values were calculated using ANOVA plus post hoc. ***P < 0.001; **P < 0.01; *P < 0.05. (B) Mitochondrial biomass is increased in ChES. Data are mean ± SD from at least three independent cultures, each performed in triplicate. ***P < 0.001; **P < 0.01; *P < 0.05 (ANOVA plus post hoc). (C) Mitochondrial membrane potential‐related fluorescence via DiOC6(3) is unchanged. Data are mean ± SD from at least three independent cultures, each performed in triplicate. ***P < 0.001; **P < 0.01; *P < 0.05 (ANOVA plus post hoc). (D) Mitochondria display an increase in volume. More than 300 cells from two biological replicates were inspected, and the images here display representative examples.

As elevated O_2_ consumption can be a result of enhanced mitochondrial capacity, we measured the mitochondrial mass. 10‐N‐Nonyl acridine orange (NAO) fluorescence, indicative of cardiolipin content/mitochondrial mass, displayed an increase in ChES compared to the control (Fig. 2B). On the other hand, no significant difference in fluorescence intensity was observed after 3,3′‐dihexyloxacarbocyanine iodide (DiOC6(3)) staining between any of the ChES strains and the control, reporting no difference in the inner mitochondrial membrane potential (Fig. 2C). Using MitoLoc plasmid, where GFP is fused to the fungal mitochondrial localization signal of the F_0_‐ATPase subunit 9 (preSU9) of *Neurospora crassa,* we characterized the mitochondrial network using spinning disk confocal microscopy. We found the strains to display a strong increase in mitochondrial volume (Figs 2D and S4C, Supporting information), in accordance with the increased NAO fluorescence in ChES (Fig. 2B) and increased oxygen consumption (Fig. 2A).

To further characterize the respiratory chain (RC) in ChES, mitochondria were solubilized in digitonin and subjected to the blue native PAGE analysis for the assembly state of the RC complexes, as well as for the measurement of their *in vitro* activity. We have found no significant difference between the strains indicating that the amount of RC complexes per mitochondrion is similar in ChES and control strains, and that the increased oxygen consumption results from increased mitochondrial mass (Fig. S4D, Supporting information).

### Snf1/AMPK activation is responsible for the glucose starvation phenocopy in ChES

Based on the literature related to the glucose starvation‐like phenotype observed in ChES, we hypothesized that this phenotype could be a result of the activation of Snf1 kinase, a major regulator of glucose metabolism in yeast (reviewed in Hedbacker & Carlson, 2009). Therefore, to estimate the Snf1 activity in the studied strains, we measured the level of phosphorylated Snf1 by Western blot and detected its increase in ChES relative to the control (Figs 3A and S5A, Supporting information).

**Figure 3:**
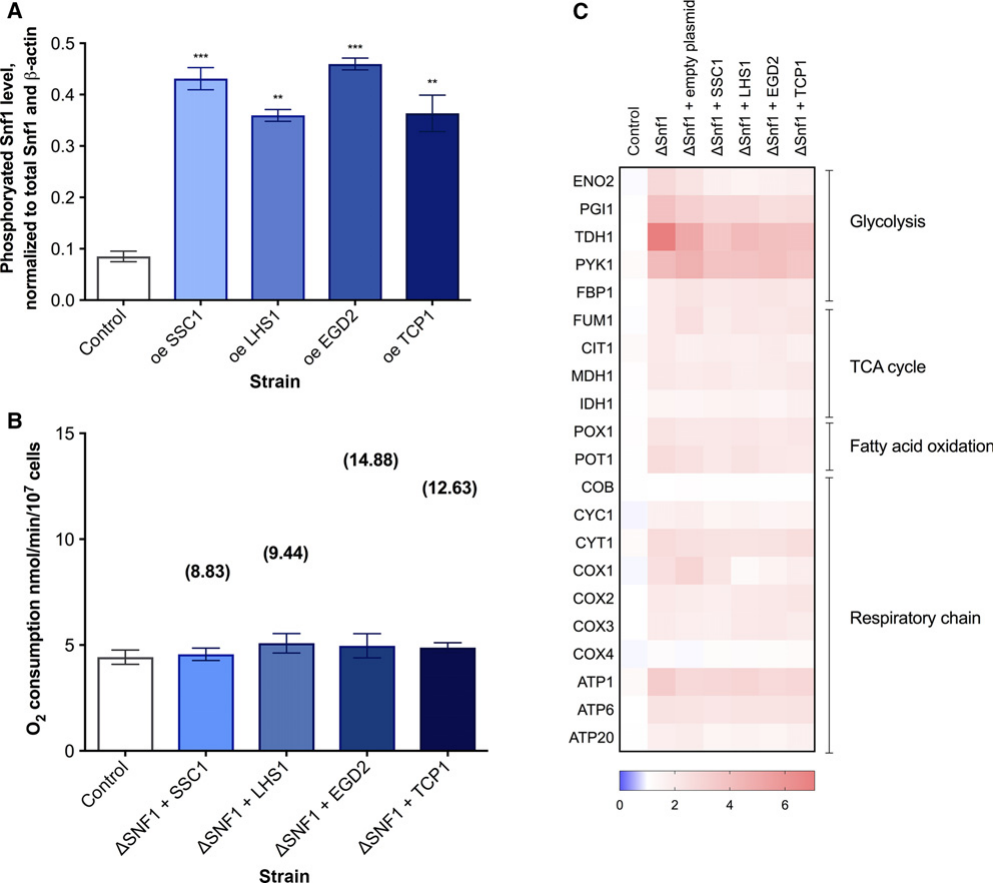
Snf1/AMPK deletion suppresses the glucose starvation‐like response in ChES. (A) The level of phosphorylated Snf1 is increased in ChES. Data represent quantification (ImageJ) of Western blot results from three independent experiments. Phospho‐Snf1 band intensity was normalized to the intensity of total Snf1 and β‐actin (loading control). Control is wild‐type yeast with an empty vector. Data are mean ± SD from three independent cultures, each performed in triplicate. ***P < 0.001; **P < 0.01; *P < 0.05 (ANOVA plus post hoc). (B) Snf1 is required to trigger the glucose starvation‐like response by enhanced chaperone activity. Transcript levels of target genes in ChES in the absence of Snf1 are compared to the control (wild‐type yeast with an empty plasmid). UBC6 was used for normalization. Color of the squares on the heat map corresponds to the mean value of the log fold change from three biological and three technical replicates. (C) Oxygen consumption of the ChES declines in the absence of Snf1. In brackets are the mean values of oxygen consumption of the corresponding ChES in the wild‐type background, added for comparison. As a control strain, the ΔSnf1 yeast with an empty vector was used. Data are mean ± SD from at least three independent cultures, each performed in triplicate. ***P < 0.001; **P < 0.01; *P < 0.05 (ANOVA plus post hoc).

Further, we have overexpressed each of the four chaperones in the genetic background of *Snf1* deletion and measured the differences in the related gene expression patterns by qPCR (Figs 3B and S5B, Supporting information, compared with Fig. 1E). The absence of Snf1 itself yields numerous changes in gene expression: a significant upregulation of glycolytic and TCA cycle enzymes, as well as OxPhos complexes (Figs 3C and S5B, Supporting information). The presence of the empty plasmid in the *Snf1*‐deficient background does not influence this expression pattern. Upon chaperone enrichment in *Snf1*‐deficient background, the glucose starvation‐like response characteristic of chaperone enrichment in the WT background is now absent (Figs 3B and S5B, Supporting information). Consistently, the increase in oxygen consumption does not occur upon chaperone overexpression in the absence of Snf1 (Fig. 3C). These results strongly suggest that Snf1 kinase receives the information about the cellular proteostasis and, via its canonical activity, modulates metabolism. However, the question persists: how does the information on alleviation of protein misfolding reach Snf1 kinase, that is which cellular component is responsible for sensing the folding environment and relaying the message on to the metabolic networks?

### Tor1 acts as a sensor of folding environment and a negative regulator of Snf1

Given the known interplay between TOR and Snf1, we hypothesized the potential involvement of the TORC1 complex as a mediator between the folding environment and metabolism (Su *et al*., 2016). Hence, we measured the amount of newly translated proteins within one generation time of each studied strain. The results show that the ChESs perform significantly less translation relative to the control (Figs 4A and S5C, Supporting information), suggesting a decrease in the TORC1 activity. In addition, ChESs display significantly lower levels of Sch9 phosphorylation, confirming TORC1 deactivation (Figs 4B and S5D, Supporting information). In addition, this result shows that the amount of newly translated proteins also serves as a proxy for TORC1 activity. Therefore, deactivation of TORC1 may be a critical part of the response to the chaperone enrichment, and the related alleviation of protein misfolding. To test this hypothesis, we introduced I1954V mutation into Tor1 kinase, rendering it constitutively active and unable to undergo deactivation (caTor1) (Hardt *et al*., 2011). The amount of newly translated proteins has confirmed the increase in the translation activity in the caTor1 strain (Figs 4A and S5C, Supporting information). We have further evaluated whether the activity of TORC1 affects the phosphorylation level of Snf1. Constitutive activity of Tor1 has resulted in a sharp decrease in the Snf1 phosphorylation level, reporting on a decline in its activity (Figs 4C and S5E, Supporting information). On the contrary, absence of Tor1 resulted in increased phosphorylation/activity of Snf1, compared to the control strain. While a direct interaction between Tor1 and Snf1 is not implied, these two observations indicate that Tor1 kinase may serve as a negative regulator of Snf1, in agreement with published data (Orlova *et al*., 2006). Further, the overexpression of each of the four chaperones in the caTor1 background does not result in the activation of Snf1 (Figs 4C and S5E, Supporting information). Oxygen consumption remains unchanged in strains with chaperone enrichment in the caTor1 genetic background (Fig. 4D), confirming the absence of phenotype related to Snf1 activation and identifying Tor1 deactivation as a central event responsible for Snf1 activation in ChES. This result is supported by the differential gene expression in caTor1 with chaperone enrichment showing the lack of response typical for chaperone enrichment in the control background (Figs 4E and S5F, Supporting information).

**Figure 4:**
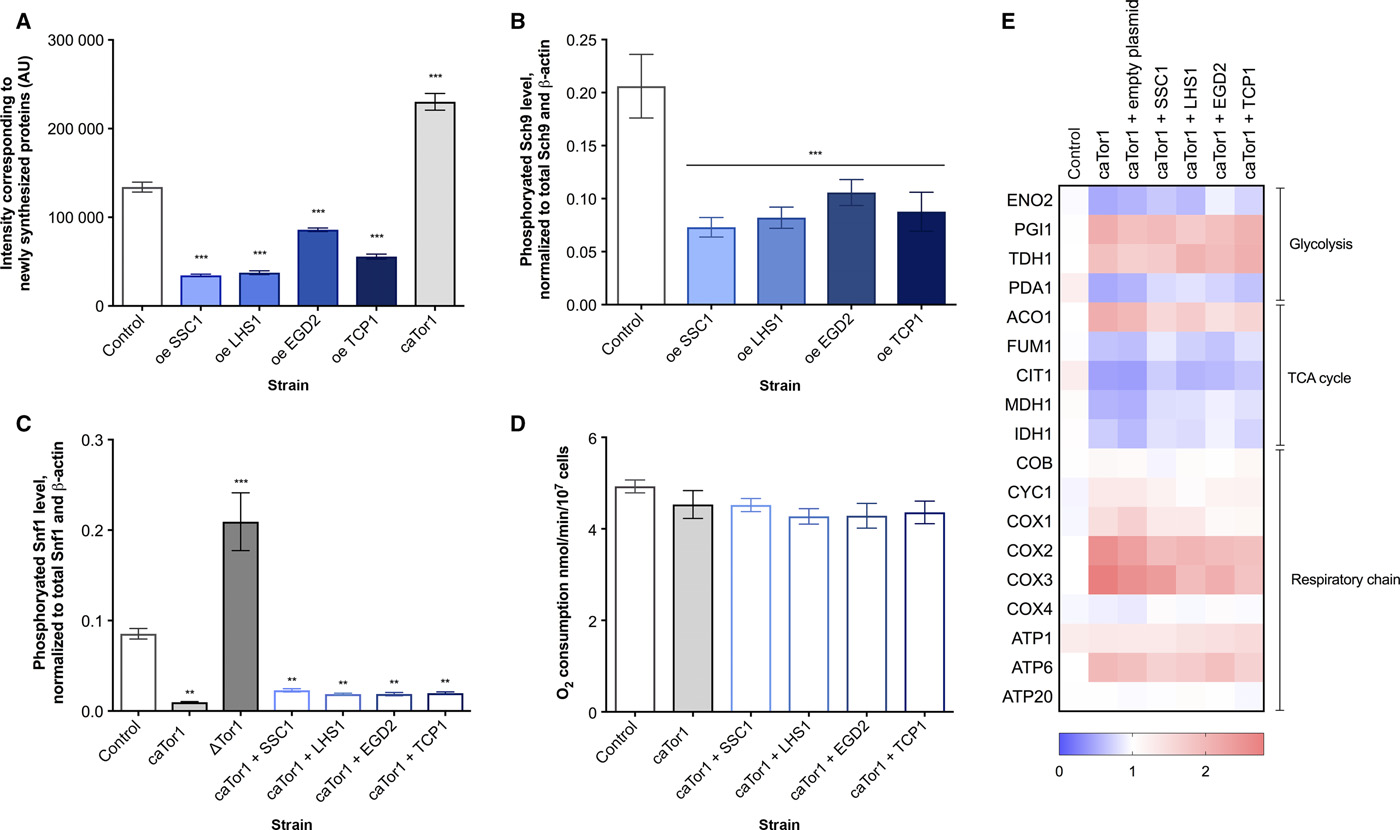
TORC1 undergoes deactivation upon chaperone enrichment and negatively regulates Snf1/AMPK. (A) The amount of newly translated proteins is decreased in ChES. Data represent quantification (ImageJ) of Western blot results from three independent experiments (mean with SD). ***P < 0.001; **P < 0.01; *P < 0.05 (ANOVA plus post hoc). (B) ChESs display a decreased level of phosphorylated Sch9. Sch9 is a downstream target of Tor1 kinase; thus, TOR deactivation is confirmed in ChES. Data represent quantification (ImageJ) of Western blot results from three independent experiments. Phospho‐Sch9 band intensity was normalized to the total level of Sch9 and to the intensity of β‐actin (loading control). Control is wild‐type yeast with an empty vector. Data are mean ± SD from at least three independent cultures, each performed in triplicate. ***P < 0.001; **P < 0.01; *P <0.05 (ANOVA plus post hoc). (C) Tor1 acts as a negative regulator of Snf1. The level of phosphorylated Snf1 is measured in the caTor1 strain and Tor1‐null strain and chaperone enrichment in the background of caTor1. Data represent quantification (ImageJ) of Western blot results from three independent experiments. Phospho‐Snf1 band intensity was normalized to the intensity of total Snf1 and β‐actin (loading control). Control is wild‐type yeast with an empty vector. Data are mean ± SD from at least three independent cultures, each performed in triplicate. ***P < 0.001; **P < 0.01; *P < 0.05 (ANOVA plus post hoc). (D) Oxygen consumption rates remain unchanged in the case of chaperone enrichment in the caTor1 background. Control is wild‐type yeast with an empty vector. Data are mean ± SD from at least three independent cultures, each performed in triplicate. ***P < 0.001; **P < 0.01; *P < 0.05 (ANOVA plus post hoc). (E) The differential gene expression (by qPCR) characteristic of chaperone enrichment in the caTor1 background does not phenocopy glucose starvation response. Color of the squares on the heat map corresponds to the mean value of the log fold change from three biological and three technical replicates. UBC6 was used for normalization. Control is wild‐type yeast with an empty vector.

To further elucidate the role of Tor1‐Snf1 cross talk in mitochondrial activity, we have measured oxygen consumption in ΔTor1 mutant, as well as in ΔSnf1 mutant treated with 100 nm torin, an inhibitor of TORC1. It should be noted that treating ΔSnf1 with torin is an experiment designed to replace the double deletion mutant ΔTor1ΔSnf1, which has proven difficult to make, presumably due fitness defects or no viability. Importantly, ΔTor1 mutant as well as the wild‐type yeast treated with torin displays consistent phenotype, as detailed below. The oxygen consumption in the ΔTor1 mutant as well as in the wild‐type strain treated with torin is increased by almost twofold, similar to the ChES strains (Fig. 5A). This increase in oxygen consumption is abrogated in the torin‐treated ΔSnf1. Moreover, the differential gene expression of the ΔTor1 mutant and the wild‐type strain treated with torin resembles the one of the ChESs: Increased expression levels of the respiratory chain complexes, as well as glycolysis repression, are the major features of this mutant (Figs 5B and S5G, Supporting information). Upon chaperone enrichment in the ΔTor1 background, no changes in the oxygen consumption or differential gene expression can be observed relative to the ones of the ΔTor1 strain (Fig. 5B,C). In the torin‐treated ΔSnf1, the differential gene expression displays a strong repression of glycolysis, TCA cycle, as well as respiration, consistent with the growth arrest and cell death observed in this condition. This strongly suggests that the TORC1 activity is essential for the viability/survival of the ΔSnf1 mutant (Figs 5D and S5H, Supporting information).

**Figure 5:**
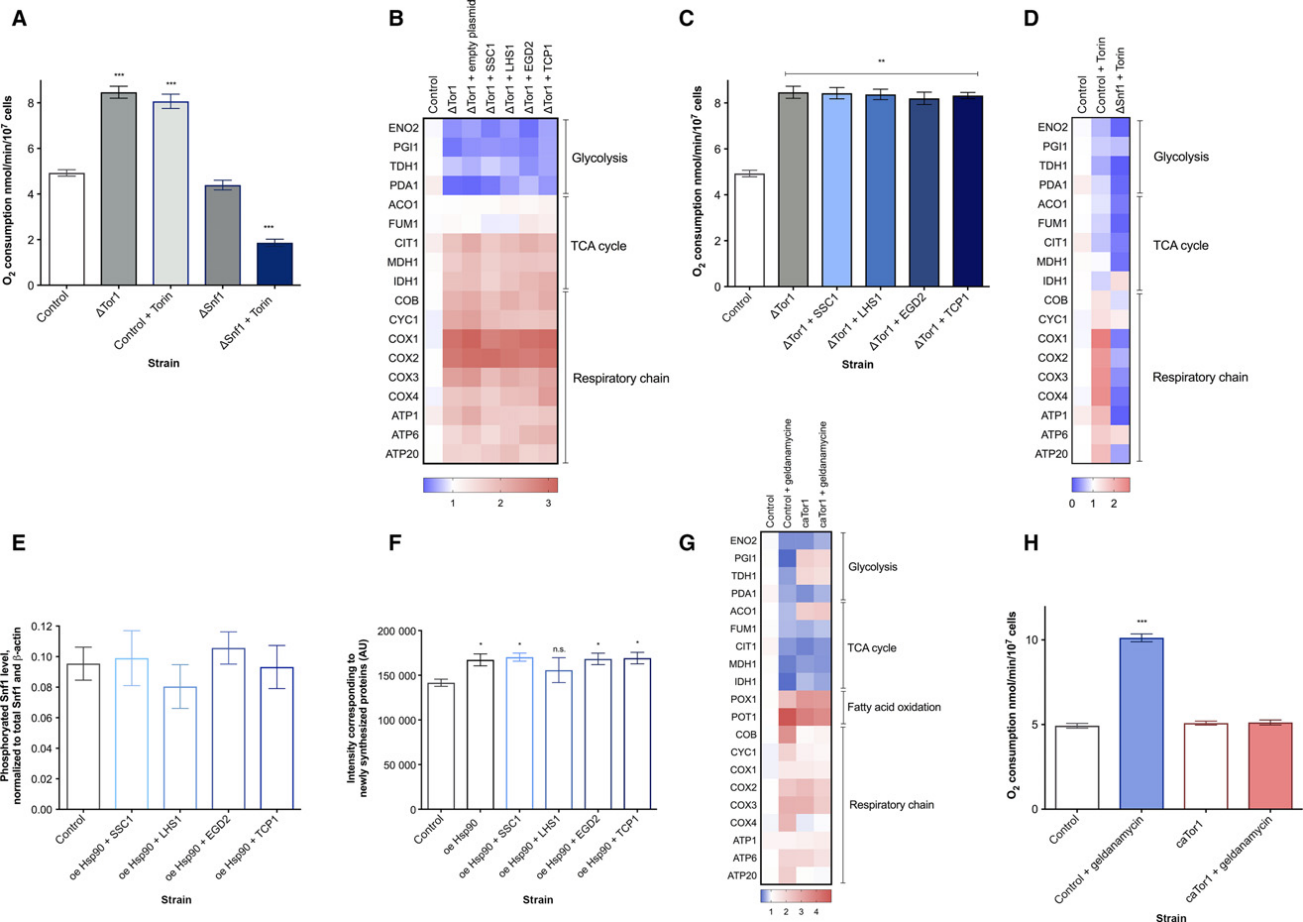
Downregulation of Hsp82 is required for the TORC1 deactivation and Snf1 activation in ChES. (A) Oxygen consumption is increased in the ΔTor1 strain; however, TORC1 deactivation of ΔSnf1 strain causes a strong respiration decline. Control is wild‐type yeast with an empty vector. Data are mean ± SD from at least three independent cultures, each performed in triplicate. ***P < 0.001; **P < 0.01; *P < 0.05 (ANOVA plus post hoc). (B) Differential gene expression in ΔTor1 strain shows a phenocopy of the glucose starvation response. The detected response is consistent with the one found in ChES and is consistent with increased Snf1 activation. Chaperone enrichment of the ΔTor1 background does not lead to any further changes in the gene expression pattern. Color of the squares on the heat map corresponds to the mean value of the log fold change from three biological and three technical replicates. UBC6 was used for normalization. Control is wild‐type yeast with an empty vector. (C) Oxygen consumption does not change upon chaperone enrichment in the ΔTor1 background. Control is wild‐type yeast with an empty vector. Data are mean ± SD from at least three independent cultures, each performed in triplicate. ***P < 0.001; **P < 0.01; *P < 0.05 (ANOVA plus post hoc). (D) Simultaneous deactivation of the TOR (by 100 nm torin) and Snf1/AMPK pathways leads to a strong downregulation of almost all metabolic activities. Color of the squares on the heat map corresponds to the mean value of the log fold change from three biological and three technical replicates. UBC6 was used for normalization. Control is wild‐type yeast with an empty vector. (E) The level of Snf1 phosphorylation upon simultaneous enrichment in each studied chaperone and the Hsp82 remains at the level observed in the control strain (Hsp82 enrichment in the wild‐type yeast background) and does not undergo an increase. Data represent quantification (ImageJ) of Western blot results from three independent experiments. Phospho‐Snf1 band intensity was normalized to the intensity of total Snf1 and β‐actin (loading control). Data are mean ± SD from at least three independent cultures, each performed in triplicate. ***P < 0.001; **P < 0.01; *P < 0.05 (ANOVA plus post hoc). (F) The amount of newly translated proteins upon simultaneous enrichment in each studied chaperone and the Hsp82 does not display the characteristic decrease, but rather a slight increase in translation activity. Data represent quantification (ImageJ) of Western blot results from three independent experiments (mean with SD). ***P < 0.001; **P < 0.01; *P < 0.05 (ANOVA plus post hoc). (G) Inhibition of Hsp82 by geldanamycin in the wild‐type strain (control) leads to the differential gene expression characteristic of ChES. Such gene expression pattern is consistent with TOR deactivation, albeit absent in the case of geldanamycin treatment of the strain with constitutively active TOR activity. Color of the squares on the heat map corresponds to the mean value of the log fold change from three biological and three technical replicates. UBC6 was used for normalization. (H) Inhibition of Hsp82 by geldanamycin leads to an increase in the oxygen consumption in the control strain, however, not in the strain with constitutively active TOR (caTor1). Control is wild‐type yeast. Data are mean ± SD from at least three independent cultures, each performed in triplicate. ***P < 0.001; **P < 0.01; *P < 0.05 (ANOVA plus post hoc).

### Tor1 kinase activity responds to the level of Hsp82

Next, we set out to tackle the question of how TORC1 senses the protein folding environment. As downregulation of the Hsp82 level was observed in ChES, we hypothesized its role in relaying the information on protein folding status to TORC1. Therefore, we overexpressed Hsp82 (an average of twofold increase in expression level, Fig. S1A, Supporting information), in combination with each of the other chaperones, and measured the level of Snf1 activation via its phosphorylation. The results show that Snf1 phosphorylation increase, typical of the ChES, is absent when Hsp82 is overexpressed as well (Figs 5E and S6A, Supporting information). Further, the level of newly translated proteins is slightly increased upon overexpression of Hsp82 in the control strain; however, it remains unchanged when each of the studied chaperones is overexpressed together with Hsp82, suggesting that TORC1 deactivation is absent (Figs 5F and S6B). These results point toward the connection between Hsp82 downregulation and TORC1 deactivation in ChES and strongly suggest that Tor1 kinase senses the protein folding environment via the level of Hsp82.

Crucially, these results demonstrate that TORC1 acts as a ‘messenger’ between the folding environment and metabolism: Itself responsive of the status of folding environment, TORC1 is able to communicate with Snf1 kinase via its negative regulation.

To further verify the involvement of Hsp82 in the TORC1‐related chaperone activity sensing, we have used geldanamycin, an Hsp82 inhibitor, and measured the differential gene expression and mitochondrial activity under these conditions. We have found that Hsp82 inhibition by geldanamycin results in similar changes in gene expression as those observed in the ChES (Figs 5G and S6C, Supporting information), with glycolysis and TCA cycle repression and respiration activation being the main features. These results demonstrate that Hsp82 inhibition/downregulation may be one of the most proximal events of this signaling cascade. Moreover, this scenario is further corroborated by the increased oxygen consumption in the wild‐type strain treated with geldanamycin (Fig. 5H). Interestingly, fatty acid oxidation‐related *POT1* and *POX1* display a significant upregulation upon geldanamycin treatment, contrary to the previous results showing that FA oxidation increase is not related to enriched chaperone activity and reduced Hsp82 levels in the wild‐type background (ChES). On the other hand, when treated with geldanamycin, the strain exhibiting constitutive Tor1 activity (caTor1) does not experience the same changes: The differential gene expression is similar to the one of the caTor1 strain in the absence of geldanamycin and is characterized by upregulation of glycolytic enzymes and an overall unchanged expression levels of key components of the respiratory chain (Fig. 5G). Moreover, geldanamycin treatment of the caTor1 strain does not result in increased oxygen consumption relative to the caTor1 in the absence of geldanamycin and to the wild‐type control strain (Fig. 5H). These results further demonstrate that Hsp82 inhibition is a trigger event leading to TORC1 deactivation, Snf1 activation, and the consequent glucose starvation‐like phenotype in ChES. Furthermore, these results underscore the importance of TORC1 deactivation in the observed signaling cascade.

### Chaperone enrichment results in RLS extension

Replicative lifespan (RLS) is measured as the maximum number of divisions mother cells go through before the onset of senescence. The control strain produced a maximum of 18 buds during its RLS (Fig. 6A). We acknowledge that this RLS is shorter than reported in the literature for a related S288C wild‐type strain. However, one possible reason for this is the fact that we have monitored RLS constantly at 30 °C and the plates with cells were never placed to 4 °C during their lifespans, a widely used RLS extending practice.

**Figure 6:**
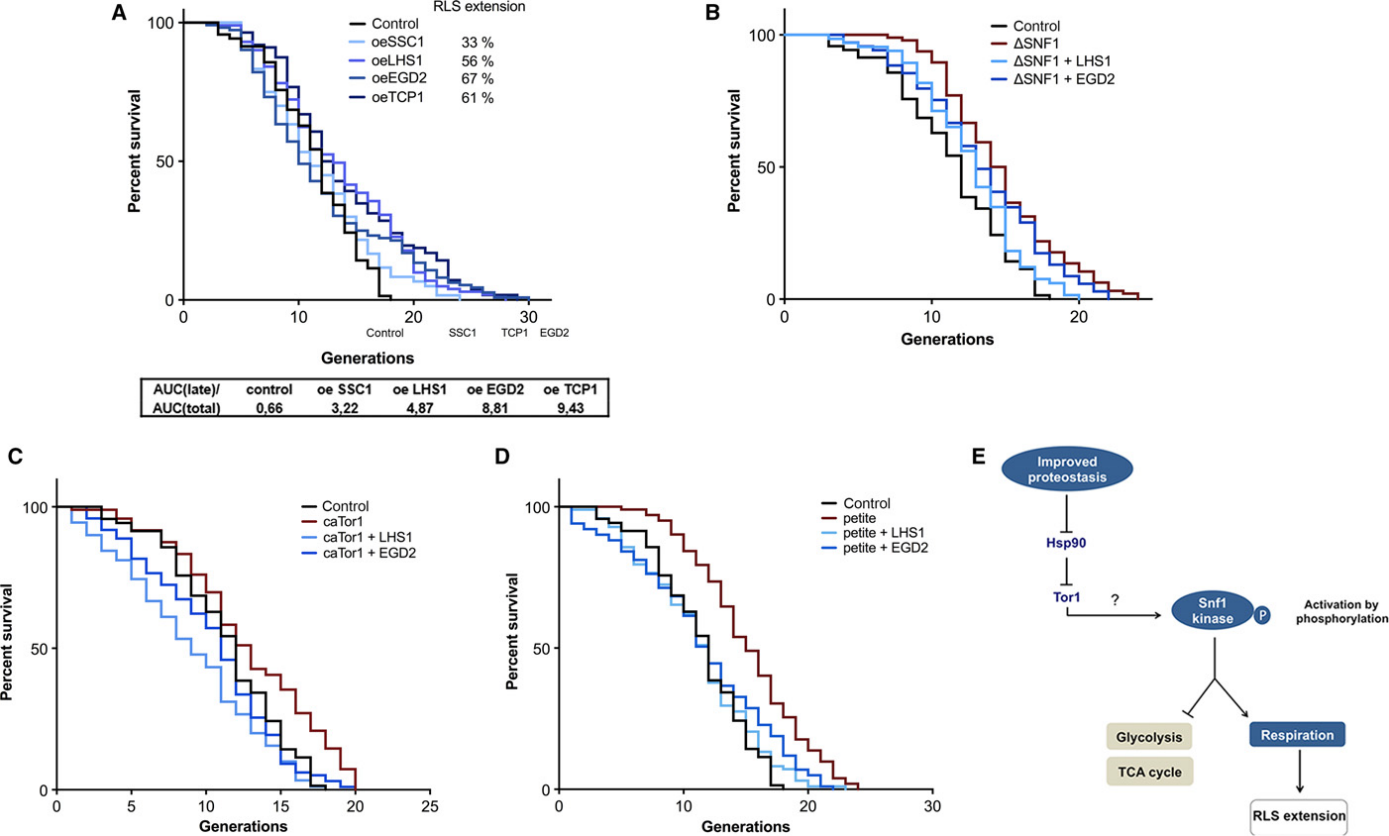
Replicative lifespan extension relies on TOR deactivation and Snf1 activation and is caused by the respiration increase in ChES. (A) Replicative lifespan is extended in ChES. The number of cells is 103, 120, 112, 129, and 127 for the wild‐type with an empty plasmid, oe SSC1, oe LHS1, oe EGD2, and oe TCP1, respectively. The table below the graph displays the percentage of the studied population that is still alive in the late life stage of the RLS. *P* values are 0.0009 (LHS1 and EGD2), 0.0004 (TCP1), and 0.0081 (0.0081). (B) Replicative lifespan extension in ChES is abolished in the absence of Snf1. The number of cells is 103 (control, wild‐type with an empty plasmid), 95 (ΔSnf1), 79 (ΔSnf1+LHS1), 95 (ΔSnf1+EGD2). *P* value for ΔSnf1 relative to control RLS is <0.0001. *P* values for ΔSnf1+LHS1 and ΔSnf1+EGD2 relative to the control are >0.05. (C) Replicative lifespan extension in ChES is abolished when the TOR pathway displays constitutive activity. The number of cells is 103 (control, wild‐type with an empty plasmid), 94 (caTor1), 89 (caTor1+LHS1), 94 (caTor1+EGD2). *P* values for the RLS of caTor1, caTor1+LHS1, and caTor1+EGD2 compared to the control are >0.05. (D) Replicative lifespan extension in ChES fully relies on the respiration increase and is absent in the case of chaperone enrichment in the respiration‐deficient background petite. The number of cells is 103 (control, wild‐type with an empty plasmid), 100 (petite), 97 (petite+LHS1), 99 (petite+EGD2). *P* value for the petite strain relative to control is <0.0001. *P* values for petite+LHS1 and petite+EGD2 relative to control are 0.048 and 0.044, respectively. The data shown are pooled from three independent experiments for each strain. Oe stands for overexpression. Significance of the results was tested with log‐rank (Mantel–Cox) test. (E) The proposed mechanism of enhanced chaperone activity sensing via Tor1‐Snf1 cross talk. Tor1 is in charge of sensing of improved protein folding environment via Hsp82, resulting in its decreased activity. The consequent activation of Snf1 kinase results in repression of glycolysis and the TCA cycle, as well as activation of respiration. Increased respiratory activity triggers replicative lifespan extension.

The largest effect on RLS, with a 67% lifespan extension compared to the empty vector control, was achieved by overexpressing the Egd2, a subunit of the nascent polypeptide‐associated complex (NAC). Overexpression of Tcp1, cytosolic T‐complex, also had a beneficial effect on RLS, extending it by 61% compared to the control, as well as Lhs1, an ER Hsp70 chaperone, which yielded 56% RLS increase. Finally, the overexpression of Ssc1, the mitochondrial HSP70, resulted in 33% lifespan extension relative to the empty vector control. Median RLS is not affected and is ~12 generations for the studied strains (Fig. 6A).

The observed extension of the RLS in ChES is mainly limited to the final part of the survival curve. Therefore, to exclude the possibility that the effect we see is a consequence of several resistant cells refusing to die, normally present in each population, we have calculated the area under the curve corresponding to the final lifespan stage (AUC_late_) (see Methods for details). The AUC_late_, normalized to the total AUC under the entire survival curve (AUC_total_), in the control strain reports that 0.66% of the studied population reaches the late life stage. On the other hand, ChESs show an increase in this parameter, with 4–10% of the population reaching the late life stage in the four ChESs. This result further speaks in favor of the increased longevity of the ChES, while the question remains what is its underlying mechanism.

To facilitate the comparison with the literature, we have performed a subset of RLS measurements at 30 °C with overnight storing of plates at 4 °C. Our control strain (wild‐type with the empty vector) displays a mean RLS of ~30 generations with a maximum RLS of ~50 generations (Fig. S7A, Supporting information). Compared to the same strain with continuous monitoring at 30 °C, this represents a dramatic extension of RLS. Enrichment in Egd2 and Lhs1 further extends the RLS with mean RLS around 40 generation and maximum RLS more than 60 generation (Fig. S7A, Supporting information). As these results clearly demonstrate that overnight refrigeration of plates yields an effect on yeast RLS, which has yet to be investigated, we continue to present the RLS measurements with constant monitoring at 30 °C. Such effect of overnight refrigeration is not surprising: It is well known that extended periods (4–12 h) at 4 and 10°C in budding yeast induce the expression of many chaperones (Hsp26, Hsp42, Hsp104, Hsp70), trehalose synthesis genes, and antioxidant protection from which the cell can and does benefit immensely (Aguilera *et al*., 2007).

### Snf1/AMPK activation is essential for the chaperone‐mediated lifespan extension

To test its involvement in the RLS extension, we determined RLS of ChES in the absence of Snf1 kinase. As all the strains tested so far displayed similar phenotype, we decided to limit the laborious RLS measurements to ChES overexpressing Lhs1 and Egd2. The deletion of Snf1 kinase itself resulted in an extended RLS with the maximum number of generations of 24 and the median of 15 generations. Although this is not a large RLS extension, the displayed trend is opposite from the published data that report on a decreased RLS in the absence of Snf1 (Ashrafi *et al*., 2000). One potential reason could be the difference in experimental conditions of micromanipulation that, in our case, was performed continuously at 30 °C, and not with overnight refrigeration as in Ashrafi *et al*. However, in the absence of Snf1, RLS of these two ChES mutants is comparable to that of the control strain; that is, there is a loss of the chaperone‐mediated RLS extension when compared to the ChES (Fig. 6B, compared to Fig. 6A). Thus, we conclude that the Snf1 kinase is essential for the observed RLS extension.

### Tor1 deactivation is essential for the chaperone‐mediated lifespan extension

To investigate the role that TOR deactivation has in the RLS extension observed in ChES, we have overexpressed each chaperone in the background with constitutively active Tor1 kinase (caTor1) background. As above, we have limited the RLS measurement to the strains enriched in Lhs1 and Egd2.

The maximum number of generations that the caTor1 strain goes through is 20, thereby displaying no significant difference from the control strain (Fig. 6C). Moreover, enrichment in Lhs1 and Egd2 in the caTor1 background did not yield any changes in maximum RLS compared to the control, however, and led to a strong reduction of RLS compared to the one observed in ChES. The observed maximum number of generations is 18 for Lhs1 enrichment and 20 for Egd2 enrichment in the background of caTor1 (Fig. 6C). In the case of Lhs1 enrichment, the median RLS has decreased to only nine generations. Based on these results, we conclude that the deactivation of Tor1 kinase is an essential part of the mechanism responsible for the observed RLS extension.

### Respiration increase is essential for the chaperone‐mediated lifespan extension

Respiration increase during carbon starvation (CS) has been identified as the most likely event responsible for the CS‐driven RLS extension (Lin *et al*., 2002). To investigate whether that is also the case in ChES, we have overexpressed the chaperones in the respiration‐deficient, petite (ρ‐) strain. While the petite strain itself displays an extended median and maximum RLS relative to the control strain (16 and 24 generations, respectively), consistent with previous observations (Woo & Poyton, 2009), the chaperone enrichment in the petite background does not result in further RLS extension, with only 23 (Lhs1 enrichment) and 24 (Egd2 enrichment) generations (Fig. 6D). This result underscores the importance of respiration increase during chaperone enrichment in the RLS extension.

## Discussion

The relationship between cellular proteostasis and the metabolic processes can be considered a central homeostatic mechanism, and its importance is unequivocal. Yet, almost nothing is known about this connection and its role in cellular functioning. More specifically, it is vague which pathway performs the sensing of the folding environment, as well as if and how such information is relayed to other cellular networks. Furthermore, while it is rather well described how a cell responds to proteotoxic stress in the context of stress responses, nothing is known about cellular response to alleviation of protein misfolding.

Here, we present a new perspective from which cellular proteostasis is implicated in basic cellular functioning via its cross talk with metabolism and mitochondrial function. We demonstrate that protein chaperones are not only managers of misfolded proteins, but also act as some of the key determinants of cellular metabolic activity. Although we cannot rule out the possibility that the four chaperones employed in this study have specific regulatory roles regarding Hsp82, our results suggest that alleviation of protein misfolding impacts mitochondrial function and metabolic activity.

The transcriptome analysis reveals that the chaperone‐enriched strains (ChESs) have activated a response that is a phenocopy of the response to glucose starvation and that relies on their chaperoning activity. This response is characterized by a reduction in the glycolytic and the TCA cycle activity accompanied by an increase in oxygen consumption (Lin *et al*., 2002).

Our results implicate Snf1 kinase in the integration of signals of protein folding environment status with carbon metabolism (Fig. 6E). As evidenced by the differential gene expression characteristic of chaperone enrichment in the absence of Snf1, Snf1 activation is responsible for the metabolic reprogramming observed in ChES. Usually, cell growth in limited glucose availability activates the Snf1 kinase by its phosphorylation (Hong *et al*., 2003), resulting in transcriptional activation of genes encoding for enzymes involved in gluconeogenesis, fatty acid oxidation, and respiration (Busti *et al*., 2010), as well as repression of glycolysis. A response reciprocal to this one was observed in our previous work: Mild proteotoxic stress resulted in a decline in respiration, activation of the pentose phosphate pathway as well as induction of antioxidative protection and protein maintenance machineries (Perić *et al*., 2016).

Furthermore, our results indicate that when the folding environment is impeccable, the cell reduces the level of new protein synthesis. Presumably, there are two possible reasons for this: First, the energy is invested into protein maintenance rather than synthesis, and second, the damage‐induced protein degradation may be decreased, also resulting in the lower need for new synthesis. In this context, we uncovered a dual role of the TORC1 complex (Fig. 6E):

1. Tor1 kinase as a messenger delivering the information on the status of the folding environment as the negative regulator of Snf1 kinase.
2. Tor1 kinase as a sensor of the folding environment improvement, resulting in its deactivation.

The interplay between the TOR pathway and proteostasis has already been studied in human cultured cells where a key role of the mTORC1 has been proposed in response to proteotoxic stress (Chou *et al*., 2012). Further, it has been demonstrated that reduction in mTORC1 levels by RNA interference leads to increased sensitivity to heat shock. This effect was accompanied by a drastic reduction in ability to synthesize heat‐shock proteins (HSPs), including Hsp70, Hsp90, and Hsp110 (Chou *et al*., 2012). Another study demonstrated that cells are able to distinguish between moderate and severe proteotoxicity and that mTORC1 complex is in charge of sensing the misfolded proteins (Qian *et al*., 2010).

Levels of TOR pathway activity directly modulate cellular metabolism, in part by shifting the balance between modes of energy production and usage. We have shown that chaperone gain of function indeed decreases TOR activity, thereby decreasing the amount of newly synthesized proteins, and, on the other hand, activating Snf1 kinase and a glucose starvation‐like response. Consistent with our observations, previously obtained immunochemical data in human cell cultures indicate that nitrogen limitation improves Snf1 phosphorylation, thereby showing that Snf1 is negatively regulated by the rapamycin‐sensitive Tor kinase (Orlova *et al*., 2006). As TORC1 deactivation and Snf1 activation are responses to nitrogen and carbon starvation, respectively, the possibility that TORC1 deactivation may serve as a signal for Snf1 activation is rather expected, albeit different from their canonical relationship that posits Snf1 upstream of TOR. Moreover, it has been shown that a decreased activity of Tor1 in yeast results in a greater activity of the mitochondrial respiratory chain, observed as an increased oxygen consumption, as well as ROS level (Pan *et al*., 2011). The authors propose that the observed increase in chronological lifespan may be a consequence of an adaptive response of cells to the increased ROS level. However, based on our results, it is possible that the increased lifespan in the Tor1‐deficient strain is a result of Snf1 activation leading to a response akin to glucose starvation. Interestingly, our results suggest that simultaneous inactivation of both TORC1 and Snf1 pathways leads to severe growth defects and cell death. This result suggests that cells cannot tolerate simultaneous repression of both glycolysis (consequence of TORC1 deactivation) and autophagy (consequence of Snf1 deletion). Details of this cross talk will be a subject of extensive research in the future.

Dynamic nature of the TORC1 complex, whose assembly is necessary for signal transduction, could be responsible for the plasticity of communication between proteostasis and metabolism (Sengupta *et al*., 2010). In the context of protein folding sensing, we identify the Hsp82 chaperone as a TOR informant on the folding status, consistently with multiple functions that this chaperone has been proposed to have in the context of cellular metabolism (Dezwaan & Freeman, 2008). Simultaneous enrichment of cells with Hsp82 together with each studied chaperone does not result in the response akin to glucose starvation, suggesting that the decline in Hsp82 activity is required to inactivate TORC1 and trigger the downstream phenotype. Inhibition of Hsp82 by geldanamycin confirms such scenario: Upon chemical inactivation of Hsp82 in the wild‐type yeast, a response consistent with one in ChES is observed. The differential gene expression reveals repression of glycolysis and increase in the expression of the respiratory chain complexes, supported by increased oxygen consumption. Importantly, such effect of Hsp82 inhibition by geldanamycin is absent in the strain with constitutive Tor1 kinase activity, demonstrating that the inactivation of TORC1 is essential for relaying the information on Hsp82 deactivation. mTOR and other regulatory components, such as raptor, are chaperone clients in mammalian cells, as evidenced by their selective binding to Hsp90 when not forming a complex (Qian *et al*., 2010). Such mechanism likely enables yeast TORC1 to rapidly detect and respond to intracellular folding environment, while also adjusting the cellular metabolic activity. The tight linkage between protein quality and quantity control provides a plausible mechanism coupling protein folding quality with metabolic activity.

Many conditions that shift cells from states of nutrient utilization and growth to states of cell maintenance extend lifespan across species (Lakowski & Hekimi, 1998; Kaeberlein *et al*., 2006; Grandison *et al*., 2009). In yeast, the most common way to invoke dietary restriction involves reduced glucose or amino acid levels in the medium (Lin *et al*., 2000; Fabrizio *et al*., 2004). In other words, improved proteostasis, TOR deactivation (typical for amino acid starvation), and Snf1 activation (typical for glucose starvation response) all could have been responsible for the observed RLS extension in ChES. We show that the observed RLS extension relies completely on enhanced respiratory activity of the ChES, one of the metabolic consequences of improved proteostasis. In the proposed mechanism (Fig. 6E), enhanced respiration is a downstream consequence of TORC1 deactivation and Snf1 activation, evidenced by the loss of the chaperone‐mediated RLS extension in the absence of Snf1 and in the background of constitutively active Tor1 kinase. The involvement of Snf1 in aging has already been described with its deletion and overexpression shortening and extending the lifespan, respectively (Ashrafi *et al*., 2000; Managbanag *et al*., 2008). Similarly, it has been shown that the deletion of Snf1 in budding yeast abolishes the proteasome‐mediated lifespan extension (Yao *et al*., 2015).

The results presented here shift the focus away from the well‐known role of chaperones in protein homeostasis, while highlighting their downstream effects on cellular metabolic and mitochondrial activity. Specifically, a persistent theme in the studies of aging is the contribution of energy intake and expenditure to longevity on one hand, and protein homeostasis on the other. Our study suggests that these two pathways are not only separately involved in aging, but that there is a cross talk between them, promoted by the communication between Tor1 and Snf1 kinases, resulting in the activation of the latter regardless of glucose availability. We suggest that protein chaperones should be included among the molecules that are able to modulate glucose sensing and hence the energy status of the cell. Although the purpose of activating an energy‐saving response as a consequence of protein misfolding alleviation remains elusive, the described mechanism may help direct the search for caloric restriction mimetics and provide novel avenues for future research of aging and age‐related pathologies.

## Experimental procedures

### Strains and growth conditions

Wild‐type *Saccharomyces cerevisiae* Y258 was used, derived from S288C. WT Y258 and strains overexpressing Lhs1, Ssc1, Egd2, and Tcp1 genes were purchased from Thermo Scientific (Dharmacon, Lafayette, Colorado, USA). The overexpression of each chaperone was confirmed using the RNASeq data as well as by flow cytometry (details below). 

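LHS1 and TCP1 transcripts were far higher in the strains labelled for them than in the other ChES. LHS1, which encodes an Hsp70-type chaperone of the endoplasmic reticulum, had 46888 ± 20210 normalized counts in oe LHS1 (SD, n = 3) and 1734 ± 325 in the other strains (SD, n = 8), 27.04-fold higher (exact permutation test, two-sided p = 0.0061, the smallest of 165 splits). TCP1, a subunit of the cytosolic chaperonin, had 31983 ± 13232 in oe TCP1 (SD, n = 3) and 2169 ± 327 elsewhere (SD, n = 8), 14.75-fold higher with the same exact permutation p. EGD2, a subunit of the nascent polypeptide-associated complex, had 20892 ± 4450 in oe EGD2 (SD, n = 2) and 10267 ± 3737 elsewhere (SD, n = 9), 2.03-fold higher (exact permutation test, two-sided p = 0.018, the smallest of 55 splits). The lower oe EGD2 library stood at 1.08 times the highest library of the other strains. SSC1, the mitochondrial Hsp70, had 41300 ± 36901 in the libraries labelled oe SSC1 (SD, n = 3) and 25002 ± 6478 elsewhere (SD, n = 8), with a two-sided p of 0.53 by the exact permutation test. Its 3 levels there reached from 11336 to 82518, and those of the other strains from 14940 to 32390.

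In the limma fit over all genes, LHS1 rose by 4.66 (log2, standard error 0.32, adjusted p = 2.7e-04) in oe LHS1 against the other 3 strains and TCP1 by 3.84 (standard error 0.26, adjusted p = 2.6e-04) in oe TCP1. EGD2 had a difference of 1.09 (standard error 0.41, limma adjusted p = 0.71) in oe EGD2, and SSC1 one of 0.34 (standard error 0.55, limma adjusted p = 1.0) in the libraries labelled oe SSC1, which was -0.38 without oe SSC1 replicate 2. The single gene that passed the threshold in these libraries was HIP1, the high-affinity histidine permease, with 35038 ± 9996 normalized counts (SD, n = 3) and 2231 ± 699 in the other strains (SD, n = 8), a rise of 4.02 (log2, standard error 0.30, limma adjusted p = 6.6e-04). In oe LHS1 and in oe TCP1 the single gene called was the overexpressed chaperone itself. In oe EGD2 limma called 0 genes, with 194 at an unadjusted p under 0.05, while edgeR called 0 and DESeq2 called 2. In the R64 assembly, SSC1 lies on chromosome X from 519638 to 521602, LHS1 on XI from 296430 to 299075, EGD2 on VIII from 487712 to 488236, TCP1 on IV from 887232 to 888911 and HIP1 on VII from 880420 to 882231. With DESeq2, 4 genes passed in the libraries labelled oe SSC1, where HIP1 and AUS1 were higher and LHS1 and TCP1 lower. In oe TCP1, 3 passed, with TCP1 higher and LHS1 and MIT1 lower, and in oe EGD2 both HIP1 and TCP1 were lower. The mean of the other strains includes the strain in which the lower chaperone gene or HIP1 is raised. In simulated data at the observed spread, 54 of 208 DESeq2 calls for oe SSC1 and 63 of 213 for oe TCP1 were false. By limma 7 of 141 and 5 of 129 were. The simulation drew each gene independently, so these rates may not carry over to libraries in which genes vary together.

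**Figure D2:**
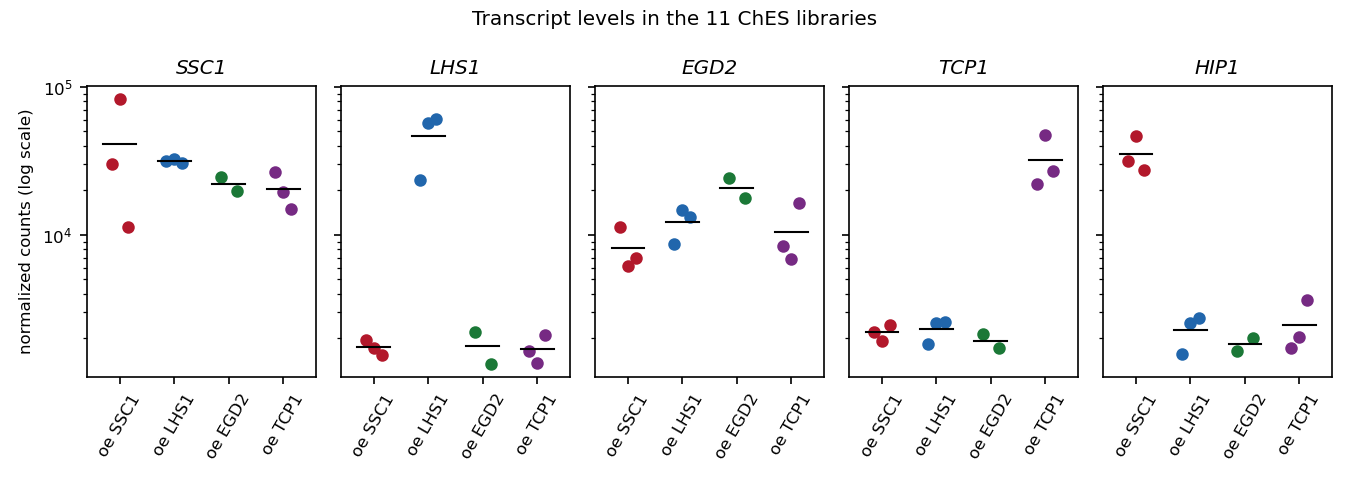
Normalized counts (log axis) of SSC1, LHS1, EGD2, TCP1 and HIP1 in the 11 libraries. Points are libraries, grouped by the strain's label (3 each, 2 for oe EGD2), and black lines are means. The 3 libraries labelled oe SSC1 lie from 27237 to 46307 for HIP1 and from 11336 to 82518 for SSC1.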

WT Y258 was grown on YPD medium with 2% (w/v) glucose and chaperone overexpression mutants on –URA medium with 2% (w/v) glucose, at 30 °C with shaking. Hsp82 (an Hsp90 chaperone, YPL240C) overexpression was applied from the same plasmid in which the *URA3* was replaced by a nourseothricin cassette. The strain with constitutively active Tor1 kinase was selected on 9 mm caffeine YPD plates and confirmed by sequencing of the Tor1 locus to have the I1954V mutation. The sequence of Tor2 locus was confirmed to be unchanged. Deletion of Snf1 was performed according to the previously described protocol, using a hygromycin cassette for selection (Rothstein, 1983). Expression from plasmids was induced by 2% galactose using the following protocol: Overnight cultures were diluted 100× and grown until mid‐exponential phase. Then, the cells were pelleted by a 5‐min centrifugation at 4000 *g* and resuspended in YPD medium without glucose, supplemented with 2% galactose. The empty vector control is always treated in the same manner. All experiments were performed on postdiauxic shift cells, harvested by 5‐min centrifugation at 4000 *g*, washed, and treated accordingly. In different experiments, the identity of the control strain is defined in the Results section and in the corresponding figure caption.

All other methods are described in Appendix S1 (Supporting information).

## Funding

This work was supported by the Fondation Nelia et Amedeo Barletta, NAOS Group, and the Mediterranean Institute for Life Sciences to AV, MP, MM, MR, AN, and AK; Croatian Ministry of Science, Education and Sports, Grant No. 098‐0982464‐1647 to AŠ and SS; European Commission Seventh Framework Program, Integra‐Life; grant 315997 to KV; FP7‐REGPOT‐2012‐2013‐1, Grant No. 316289, InnoMol to AMM; grant 337327 from the European Research Council to NR and PBD; IM is supported by an Emmy Noether Award from the Deutsche Forschungsgemeinschaft.

## Author contributions

The study was designed by NR and AK; data were generated and analyzed by MP, AL, AŠ, SS, MR, MM, AN, PBD, AMM, SD, NR, and AK; consultation on spinning disk imaging was provided by IM; RNA sequencing data analysis was designed and conducted by KV; the manuscript was written by NR, KV, and AK.

## Conflict of interest

The authors have no conflict of interest to declare.

## Supporting information

**Fig. S1** Enrichment in four different chaperones from different cellular compartments results in alleviation of protein stress.
**Fig. S2** Examples of representative images of Hsp104‐GFP tagged protein aggregates.
**Fig. S3** The schematic presentation of domain architecture of each studied chaperone.
**Fig. S4** Chaperone activity is critical for the induction of the glucose starvation‐like response.
**Fig. S5** TOR deactivation and consequent Snf1 activation are key events leading to the glucose starvation‐like response in ChES.
**Fig. S6** Hsp82 activity reduction results in Tor1 deactivation.
**Fig. S7** Replicative lifespan of ChES with overnight storage of plates at 4 °C. Principle component analysis‐based filtering of RNASeq replicates.

**Table S1** The summary of the RNA Sequencing results with the data for each strain organized in separate tabs.

**Table S2** The list of genes with their transcript levels measured by qPCR in this study and used primers.

**Appendix S1** Experimental procedures.

## References

[acel12623-bib-0001] Aguilera J , Randez‐Gil F , Prieto JA (2007) Cold response in *Saccharomyces cerevisiae*: new functions for old mechanisms. FEMS Microbiol. Rev. 31, 327–341.1729858510.1111/j.1574-6976.2007.00066.x

[acel12623-bib-0002] Andersson V , Hanzen S , Liu B , Molin M , Nystrom T (2013) Enhancing protein disaggregation restores proteasome activity in aged cells. Aging 5, 802–812.2424376210.18632/aging.100613PMC3868723

[acel12623-bib-0003] Ashrafi K , Lin SS , Manchester JK , Gordon JI (2000) Sip2p and its partner Snf1p kinase affect aging in *S. cerevisiae* . Genes Dev. 14, 1872–1885.10921902PMC316829

[acel12623-bib-0004] Brandvold KR , Morimoto RI (2015) The chemical biology of molecular chaperones–implications for modulation of proteostasis. J. Mol. Biol. 427, 2931–2947.2600392310.1016/j.jmb.2015.05.010PMC4569545

[acel12623-bib-0005] Busti S , Coccetti P , Alberghina L , Vanoni M (2010) Glucose signaling‐mediated coordination of cell growth and cell cycle in *Saccharomyces cerevisiae* . Sensors 10, 6195–6240.2221970910.3390/s100606195PMC3247754

[acel12623-bib-0006] Chou SD , Prince T , Gong J , Calderwood SK (2012) mTOR is essential for the proteotoxic stress response, HSF1 activation and heat shock protein synthesis. PLoS ONE 7, e39679.2276810610.1371/journal.pone.0039679PMC3387249

[acel12623-bib-0007] Dezwaan DC , Freeman BC (2008) HSP90: the Rosetta stone for cellular protein dynamics? Cell Cycle 7, 1006–1012.1841402210.4161/cc.7.8.5723

[acel12623-bib-0008] Fabrizio P , Battistella L , Vardavas R , Gattazzo C , Liou LL , Diaspro A , Dossen JW , Graua EB , Longo VD (2004) Superoxide is a mediator of an altruistic aging program in *Saccharomyces cerevisiae* . J. Cell Biol. 166, 1055–1067.1545214610.1083/jcb.200404002PMC2172019

[acel12623-bib-0009] Grandison RC , Piper MD , Partridge L (2009) Amino‐acid imbalance explains extension of lifespan by dietary restriction in *Drosophila* . Nature 462, 1061–1064.1995609210.1038/nature08619PMC2798000

[acel12623-bib-0010] Hardt M , Chantaravisoot N , Tamanoi F (2011) Activating mutations of TOR (target of rapamycin). Genes Cells 16, 141–151.2121090910.1111/j.1365-2443.2010.01482.xPMC3116645

[acel12623-bib-0011] Hedbacker K , Carlson M (2009) SNF1/AMPK pathways in yeast. Front Biosci. 13, 2408–2420.10.2741/2854PMC268518417981722

[acel12623-bib-0012] Hong SP , Leiper FC , Woods A , Carling D , Carlson M (2003) Activation of yeast Snf1 and mammalian AMP‐activated protein kinase by upstream kinases. Proc. Natl Acad. Sci. USA 100, 8839–8843.1284729110.1073/pnas.1533136100PMC166400

[acel12623-bib-0013] Kaeberlein TL , Smith ED , Tsuchiya M , Welton KL , Thomas JH , Fields S , Kennedy BK , Kaeberlein M (2006) Lifespan extension in *Caenorhabditis elegans* by complete removal of food. Aging Cell 5, 487–494.1708116010.1111/j.1474-9726.2006.00238.x

[acel12623-bib-0014] Labbadia J , Morimoto RI (2015) The biology of proteostasis in aging and disease. Annu. Rev. Biochem. 84, 435–464.2578405310.1146/annurev-biochem-060614-033955PMC4539002

[acel12623-bib-0015] Lakowski B , Hekimi S (1998) The genetics of caloric restriction in *Caenorhabditis elegans* . Proc. Natl Acad. Sci. USA 95, 13091–13096.978904610.1073/pnas.95.22.13091PMC23719

[acel12623-bib-0017] Lin SJ , Defossez PA , Guarente L (2000) Requirement of NAD and SIR2 for life‐span extension by calorie restriction in *Saccharomyces cerevisiae* . Science 289, 2126–2128.1100011510.1126/science.289.5487.2126

[acel12623-bib-0018] Lin SJ , Kaeberlein M , Andalis AA , Sturtz LA , Defossez PA , Culotta VC , Fink GR , Guarente L (2002) Calorie restriction extends *Saccharomyces cerevisiae* lifespan by increasing respiration. Nature 418, 344–348.1212462710.1038/nature00829

[acel12623-bib-0019] Managbanag JR , Witten TM , Bonchev D , Fox LA , Tsuchiya M , Kennedy BK , Kaeberlein M (2008) Shortest‐path network analysis is a useful approach toward identifying genetic determinants of longevity. PLoS ONE 3, e3802.1903023210.1371/journal.pone.0003802PMC2583956

[acel12623-bib-0020] Morano KA , Liut PCC , Thiele DJ (1998) Protein chaperones and the heat shock response in *Saccharomyces cerevisiae* . Curr. Opin. Microbiol. 1, 197–203.1006647410.1016/s1369-5274(98)80011-8

[acel12623-bib-0021] Orlova M , Kanter E , Krakovich D , Kuchin S (2006) Nitrogen availability and TOR regulate the Snf1 protein kinase in *Saccharomyces cerevisiae* . Eukaryot. Cell 5, 1831–1837.1698040510.1128/EC.00110-06PMC1694804

[acel12623-bib-0022] Pan Y , Schroeder EA , Ocampo A , Barrientos A , Shadel GS (2011) Regulation of yeast chronological life span by TORC1 via adaptive mitochondrial ROS signaling. Cell Metab. 13, 668–678.2164154810.1016/j.cmet.2011.03.018PMC3110654

[acel12623-bib-0023] Perić M , Dib PB , Dennerlein S , Musa M , Rudan M , Lovrić A , Nikolić A , Šarić A , Sobočanec S , Mačak Ž , Raimundo N , Kriško A (2016) Crosstalk between cellular compartments protects against proteotoxicity and extends lifespan. Sci. Rep. 6, 28751.2734616310.1038/srep28751PMC4921836

[acel12623-bib-0024] Qian SB , Zhang X , Sun J , Bennink JR , Yewdell JW , Patterson C (2010) mTORC1 links protein quality and quantity control by sensing chaperone availability. J. Biol. Chem. 285, 27385–27395.2060578110.1074/jbc.M110.120295PMC2930736

[acel12623-bib-0025] Rothstein RJ (1983) One‐step gene disruption in yeast. Methods Enzymol. 101, 202–211.631032410.1016/0076-6879(83)01015-0

[acel12623-bib-0026] Rowland MA , Fontana W , Deeds EJ (2012) Crosstalk and competitions in signalling network. Biophys. J. 103, 2389–2398.2328323810.1016/j.bpj.2012.10.006PMC3514525

[acel12623-bib-0027] Sengupta S , Peterson TR , Sabatini DM (2010) Regulation of the mTOR complex 1 pathway by nutrients, growth factors and stress. Mol. Cell 40, 310–322.2096542410.1016/j.molcel.2010.09.026PMC2993060

[acel12623-bib-0028] Su KH , Cao J , Tang Z , Dai S , He Y , Sampson SB , Benjamin IJ , Dai C (2016) HSF1 critically attunes proteotoxic stress sensing by mTORC1 to combat stress and promote growth. Nat. Cell Biol. 18, 527–539.2704308410.1038/ncb3335PMC5341796

[acel12623-bib-0029] Vidovic A , Supek F , Nikolic A , Krisko A (2014) Signatures of conformational stability and oxidation resistance in proteomes of pathogenic bacteria. Cell Rep. 7, 1393–1400.2488200310.1016/j.celrep.2014.04.057

[acel12623-bib-0030] Wolff S , Weissman JS , Dillin A (2014) Differential scales of protein quality control. Cell 157, 52–64.2467952610.1016/j.cell.2014.03.007

[acel12623-bib-0031] Woo DK , Poyton RO (2009) The absence of a mitochondrial genome in rho0 yeast cells extends lifespan independently of retrograde regulation. Exp. Gerontol. 44, 390–397.1928554810.1016/j.exger.2009.03.001PMC3341797

[acel12623-bib-0032] Yao Y , Tsuchiyama S , Yang C , Bulteau AL , He C , Robison B , Tsuchiya M , Miller D , Briones V , Tar K , Potrero A , Friguet B , Kennedy BK , Schmidt M (2015) Proteasomes, Sir2, and Hxk2 form an interconnected aging network that impinges on the AMPK/Snf1‐regulated transcriptional repressor Mig1. PLoS Genet. 11, e1004968.2562941010.1371/journal.pgen.1004968PMC4309596

# Supplementary material for: TORC1‐mediated sensing of chaperone activity alters glucose metabolism and extends lifespan
**Source:** Aging Cell. 2017 Jun 14;16(5):994–1005. doi: 10.1111/acel.12623
**Supplement:** Supplementary file 4 — Appendix S1 Experimental procedures.

**Additional Experimental Procedures**

*Inactivating mutations in ChES*

By using classical cloning techniques, we introduced inactivating mutations using the original plasmids with active full length chaperones as a starting point (Sambrook *et al.*, 1989). The schematic presentation of the domain architecture of each studied chaperone and the introduced mutations are presented in Fig. S2. The schemes of the domain architecture were generated using BLAST with default parameters (Boratyn *et al.*, 2012). In the case of Ssc1, the C-terminal domain essential for the translocation function of this chaperone was deleted (Blamowska *et al.*, 2010). In order to inactivate Lhs1, a point mutation was introduced at aspartate 26 into alanine by site directed mutagenesis, thus abolishing ATP binding capacity of the chaperone (de Keyzer *et al.*, 2009). In the case of Egd2 inactivation, the NAC domain (amino acids 17-72) was deleted (Ott *el al.*, 2015). To inactivate Tcp1, ATP binding capacity was abolished by deleting a portion of the ATP-magnesium binding site, namely LGPV motif (amino acids 44 to 47) (Brackley & Grantham, 2009). Cloning was performed in E. coli XL1 Blue (Stratagene).

*Growth curves*

The growth curves for the wild type, wild type bearing an empty vector, as well as each chaperone-enriched strain (ChES) were determined using the following procedure: overnight cultures were diluted 100 times in appropriate medium and optical density at 600 nm was measured every 30 minutes until saturation.

*Overexpression level measurement*

The expression level of each chaperone in the chaperone enriched strains was measured by using a rabbit polyclonal anti-His tag antibody (Abcam, ab137839, 1:10000) and secondary IgG goat anti-rabbit labeled with Alexa 488 (Thermo Fisher Scientific, A11034, 1:2000). The signal obtained by flow cytometry (mean fluorescence over 10000 cells) was compared to the endogenous expression level of each chaperone. Endogenous expression level was estimated by using flow cytometry measurement based on the GFP signal for Lhs1 and Egd2, for which GFP fusions were obtained from Thermo Scientific. The mean fluorescence intensity in ChES was normalized to the mean fluorescence intensity detected in wild type cells with endogenous expression of each chaperone. To determine the endogenous expression level of Ssc1 and Tcp1, the following primary antibodies were used: a rabbit monoclonal anti-Ssc1 (courtesy of Sven Dennerlein, 1:5000) and a rabbit monoclonal anti-Tcp1 (Abcam, ab92587, 1:1000) were used, followed by secondary IgG goat anti-rabbit labeled with Alexa 488 (Thermo Fisher Scientific, A11034, 1:2000) incubation and flow cytometry measurement. For yeast fixation, 5 mL of 37% formaldehyde was added directly to 45 mL of exponential culture, was mixed thoroughly, and was left to incubate for 45 min at room temperature. Cells were then collected by centrifugation at 1600xg for 4 minutes, and washed twice with 1 mL of ice cold fixation buffer (1.2M Sorbitol, 0.1 M potassium phosphate dibasic, pH 7.5). Cells were then resuspended in 1 mL fixation buffer containing 2.5µL zymolyase and were incubated for 1h at 30°C. After digestion, cells were spun down at 400xg for 5 minutes, and washed twice with ice cold fixation buffer. For permeabilization, cells were resuspended in 1mL 70% ethanol, and stored over night at 4°C. For blocking, 5% BSA in 10 mM PBS was used for 30 minutes. Primary and secondary antibodies were diluted in blocking buffer and incubated for 1h at room temperature, with 3 washes before and after the secondary antibody incubation. Then, flow cytometry was performed as described in the separate paragraph.

*Replicative lifespan measurement*

Replicative lifespan (RLS) for all strains was determined by micromanipulation in two ways: (i) with monitored cells constantly at 30^o^C, ad (ii) with overnight storage of monitored cells at 4^o^C. RLS measurement involves counting the number of daughters produced by individual mother cells. Using a microdissection apparatus equipped microscope suitable for yeast (Singer Instruments), cells were transferred to defined places on the agar plates and virgin daughter cells were collected. In case of (i), each cell was monitored continuously over several days every 60 - 90 min until all mother cells stopped budding. Total number of daughter cells was noted for each mother cell. In case of (ii), each cells was monitored continuously at 30^o^C during the day and the plate was stored at 4^o^C overnight to prevent the cells from budding. Cells were incubated on YPD (WT) or -URA (mutants) plates for the duration of the experiment. Each RLS measurement represents data pooled from 3 independent experiments. The total number of cells employed for each strain are as follows: 103 (wild type with empty plasmid), 120 (oe SSC1), 112 (oe LHS1), 129 (oe EGD2) and 127 (oe TCP1); 95 (ΔSnf1), 79 (ΔSnf1+LHS1), 95 (ΔSnf1+EGD2); 94 (caTor1), 89 (caTor1+LHS1), 94 (caTor1+EGD2); 100 (petite), 97 (petite+LHS1), 99 (petite+EGD2); 97 (wild type with an empty plasmid with overnight at 4^o^C), 109 (oe LHS1, overnight at 4^o^C), and 112 (oe EGD2, overnight at 4^o^C). The late life stage of the RLS was determined as the fraction of lifespan the one following the exponential decline of the survival. The survival curves were compared by using the log-rank (Mantel-Cox) test.

*Protein extraction and carbonylation measurement*

Cells were collected, washed and lysed in 10 mM PBS supplemented with zymolyase (0.06 U/μL), and protease inhibitor cocktail (Sigma). 10 μg/mL of the lipid removal agent (Sigma) was added to the lysates, incubated at RT for 1 h with shaking, and removed by centrifugation. Carbonylation measurement was performed as previously described (Wehr & Levine, 2013).

*Western blot detection of Hsp82, total Snf1, phospho-Snf1, total Sch9 and phospho-Sch9*

Cells were incubated in 1 mL lysis buffer (TBS, 60 U zymolyase, protease inhibitor cocktail) for 1 h at 37ºC and spheroplasts were collected after 5 min centrifugation at 3000 rpm. Pellet of spheroplasts was resuspended in spheroplast lysis buffer (1 mL buffer per 0.5 g of cell pellet; 0.6 M Sorbitol, 10 mM Tris-HCl pH 7.4, 1 mM PMSF). The pellet was vigorously vortexed for 1 min, and left on ice for 30 min, with occasional vortexing. After centrifugation, supernatant was collected, and protein concentration was measured using Bradford reagent (Sigma).

50 μg of protein was mixed with Laemmli sample buffer (10% SDS, 20% glycerol, 10 mM 2-mercaptoethanol, 0.05% bromophenol blue), heated to 95ºC for 5 min, and loaded onto two 7.5% SDS PAGE gels. One gel was then transferred onto a nitrocellulose membrane at 200 mA for 1 h while the second one was subjected to Coomassie staining.

For the determination of Hsp90 chaperone, the membrane was blocked with 5% milk in PBS containing 0.1% Tween-20 for 1 h. Anti-Hsp90 antibody (1 mg/mL) (StressMarq Biosciences) was diluted 2500x in blocking buffer, and incubated overnight at 4ºC. Detection was done by horseradish peroxidase-conjugated goat anti-mouse IgG secondary antibody (2 mg/mL) (Abcam), diluted 20,000x in blocking buffer.

For determination of phosphorylated Snf1, the membrane was blocked with 5% BSA in TBS containing 0.1% Tween-20 for 1 h. After the membrane was washed with TBS-T, rabbit monoclonal phospho-AMPK α (40H9) antibody (Cell Signaling Technology, 2535S) was diluted 25,000x in blocking buffer, and incubated overnight at 4ºC. The bound antibodies were detected by horseradish peroxidase-conjugated anti-rabbit Ig secondary antibody, diluted 7000x in blocking buffer. The same protocol was used to determine the total Snf1. As primary antibody, AMPKα1 (Cell Signaling, 2795) was used.

For determination of phosphorylated Sch9, the membrane was blocked with 5% BSA in TBS containing 0.1% Tween-20 for 1 h at room temperature. After the membrane was washed with TBS-T, rabbit anti-phospho-Sch9 antibody (courtesy of Robbie Loewith) was diluted 2500x in blocking buffer, and incubated overnight at 4ºC. The bound antibodies were detected by horseradish peroxidase-conjugated anti-rabbit Ig secondary antibody, diluted 5000x in blocking buffer. The same protocol was followed to determine the level of non-phosphorylated Sch9, only rabbit polyclonal anti-Sch9 was used as primary antibody (Abcam, ab56203).

Protein amount in a band of interest was quantified by using ImageJ software: intensity of the band was normalized to the total protein amount, i.e. the intensity of the entire lane of the Coomassie-stained gel, run simultaneously (described above).

*Microscopy: slide preparation*

Microscope slides were prepared as follows: 150μL of YPD or –Ura media containing 2% agarose was placed on a preheated microscope slide, and cooled, before applying yeast cells to obtain a monolayer. The cells were previously centrifuged at 4000xg for 3 min, and resuspended in 50μL YPD. Once dry, cover slip was placed and sealed.

### *Live cell imaging and image analysis*

Regardless of the object imaged, the same general setup was used. The slide was mounted on the Volocity software (version 6.3; Perkin Elmer) driven, temperature-controlled Nikon Ti-E Eclipse inverted/UltraVIEW VoX (Perkin Elmer) spinning disc confocal setup. Images were recorded through 60xCFI PlanApo VC oil objective (NA 1.4) using coherent solid state 488 nm/50 mW diode laser with DPSS module, and 1000x1000 pixels 14 bit Hamamatsu (C9100-50) electron-multiplied, charge-coupled device (EMCCD). The exposure time was 150 ms, and 5-10% laser intensity was used. The images were analyzed by using Image J software.

To measure the propensity of protein to aggregate in the control, ChES and iChES strains, the number of cells with at least one Hsp104-GFP foci was counted manually. More than 1000 cells was curated for each strain.

To visualize the morphology of the mitochondria in the control strain and the ChES, MitoLoc plasmid methodology was employed (courtesy of Markus Ralser) (Vowinckel *et al.*, 2015). Each studied yeast strain was transformed according to the described protocol (Gietz & Schiestl, 2007) with the only difference that the cells were incubated with the plasmid overnight at room temperature.

*Respiration measurement*

Oxygen uptake was monitored polarographically with an oxygraph equipped with a Clark-type electrode (Oxygraph, Hansatech, Norfolk, UK). Cells were harvested during exponential growth phase, spun and resuspended in appropriate medium at the density of 30 x 10^6^ cells/mL. 500 μL of culture were transferred to an airtight 1.5 mL oxygraph chamber. Cells were assayed in conditions closely similar to the ones in a flask culture (30°C and stirring). Oxygen content was monitored for at least 4 min. To ensure the observed oxygen consumption was due to the mitochondrial activity, complex III inhibitor antimycin (final concentration 10 μg/mL) was routinely added to the cultures and compared to the rate observed without antimycin.

*Geldanamycin and torin treatments*

The wild type cells and those of constitutively active Tor1 (caTor1), at diauxic shift, were exposed to 9 mM geldanamycin and incubated for the duration of one generation time, at 30^o^C. Also, the ΔSnf1 cells at the diauxic shift were exposed to 100 nm final concentration of torin and incubated for 2 hours before harvesting. The cells were then washed and subjected to RNA isolation and the measurement of oxygen consumption, as described elsewhere.

*Flow cytometry*

Flow cytometry was carried out on a Becton-Dickinson FACSCalibur model equipped with a 488 nm Argon laser and a 635 nm red diode laser.

*ROS measurement*

Cells were incubated in the dark with 10 μg/μL 2’,7’-dichlorofluorescein diacetate (H2DCFDA, Sigma) for 120 min at 37°C and subsequently analyzed on Becton-Dickinson FACSCalibur flow cytometer equipped with a 488 nm Argon laser and a 635 nm red diode laser. The fluorescence of 10,000 cells resulting from the intracellular conversion of non-fluorescent H2DCFDA into fluorescent 2’,7 -’dichlorofluorescein (DCF) was measured in FL1 channel. The collected data was analyzed using FlowJo software version 7.2.5 for Microsoft (TreeStar, San Carlos, CA, USA) to determine the mean green fluorescence intensity after each treatment. The results are expressed as the mean fluorescence of the 10,000 cells.

*Measurement of Mitochondrial Mass by Estimating Cardiolipin Content*

As a measure of mitochondrial mass, we used NAO, a dye that binds to cardiolipin, a phospholipid specifically present on the mitochondrial membrane (Petit *et al*, 1996; Rodriguez *et al*, 2008). The cells (1 x 10^6^ /mL) were incubated in 1 mL culture medium containing 100 nM NAO for 30 min in the dark at 30°C with constant shaking, followed by analysis on FACSCalibur flow cytometer with the same photomultiplier settings as used for DiOC6(3).

As a negative control, in each experiment, in aliquots of cells, the collapse of the mitochondrial membrane potential was achieved by preincubation with FCCP and antimycin at 100 μM and 5 μg/mL, respectively, 10 min before fluorescent dye staining.

*Assessment of Mitochondrial Membrane Potential*

Variations of the mitochondrial transmembrane potential (ΔΨm) were studied using DiOC6(3). Cells (1 x 10^6^ /mL) were incubated in 1 mL culture medium containing 40nM DiOC6(3) for 30 min in the dark at 30°C with constant shaking. DiOC6(3) membrane potential-related fluorescence was recorded using FL1-height. A total of 10,000 cells were analyzed for each curve. The collected data was analyzed using FlowJo software version 7.2.5 to determine the mean green fluorescence intensity after each treatment. The results are expressed as % of mean fluorescence of the control strain. For negative control, in each experiment, aliquots of cells were used to achieve the collapse of the mitochondrial membrane potential by preincubation with carbonyl-cyanide 4-(trifluoromethoxy)- phenylhydrazone (FCCP, Sigma) and antimycin (Sigma) at 100 μM and 5 μg/mL, respectively, 10 min before fluorescent dye staining.

*Statistical analysis*

Statistical analysis of data was performed using R v2.15.3 (*CRAN,* [*http://cran.r-project.org*](http://cran.r-project.org/)) and RStudio for Windows, v 0.97 ([*http://www.rstudio.com/*](http://www.rstudio.com/)). All groups were tested for normality of distribution using Shapiro-Wilk test. Since data followed normal distribution, the differences between multiple groups were compared using parametric one-way ANOVA, followed by Tukey’s *post-hoc* test. The differences between two groups were tested using Student’s two-tailed t-test. For all tests significance level was set at p<0.05.

*RNA extraction*

Total RNA was isolated from yeast cells following the procedure of the NucleoSpin RNA kit (Macherey&Nagel) for up to 3 x 10^8^ yeast cells, which dictates incubation with 50 - 100 U of zymolyase for 1 h at 30°C. The quality of resulting total mRNA was tested on 1% agarose gels.

*Quantitative real-time PCR*

cDNA was synthesized from 1000 ng of total RNA using iScript^TM^ cDNA Synthesis Kit (BioRad). The resulting cDNA was diluted 100 x, mixed with primer pairs for each gene and SYBRgreen (BioRad). The names of the genes whose expression was measured by qPCR as well as the sequences of the primers are shown in Table S2 (Supporting information). All primer pairs were designed to have a melting temperature of 60°C. The qPCR reaction was run on a QuantFlexStudio 6 (Life Technologies) using 40 cycles, after which the melting curves for each well were determined. qPCR differential expression was estimated from three- and four-fold replicates with EasyqpcR (Le Pape, 2015) by first removing Ct values over 1 standard deviation from the mean Ct for each gene/strain combination. Final fold change values were estimated relative to the UBC6 gene in the control strain replicates.

*RNA Sequencing*

RNA sequencing was performed for biological triplicates of each strain.

*Sequence mapping*

Sequenced reads (Illumina 50bp single-end) were mapped to the SacCer3 reference genome (*April 2001 revision,* [*http://www.ncbi.nlm.nih.gov/assembly/285498/*](http://www.ncbi.nlm.nih.gov/assembly/285498/)*, genome obtained from the UCSC Genome Browser; 25*) using the STAR aligner (*version 2.3.0e, 26*). Reference transcripts are obtained from the Ensembl yeast genome resource in GTF format.

*Read counting*

Raw read counts were determined from the overlaps with the Ensembl yeast genes using the htseq-count version 0.6.0. from the HTSeq framework (Anders *et al.*, 2014), with the following parameters: -a 10 –s no.

*Differential expression analysis*

Raw reads were analyzed for differential expression with the DeSeq2 package (Love *et al.*, 2014) within the Bioconductor framework (Huber *et al.*, 2015) under R statistical package (R Core Team, 2012), by previously filtering out the outlier replicates with PCA analysis on rlog transformed replicate data (Fig. S7).

*BN-PAGE and in-gel activity staining*

Mitochondria were isolated as previously described (Meisinger *et al.*, 2006). Briefly, mitochondria were solubilized in 1% digitonin, 20 mM Tris/HCl (pH 7.4), 5 mM EDTA, 100 mM NaCl, 10% (w/v) glycerol, and 2 mM PMSF to a final concentration of 1 mg/mL for 30 min at 4°C. Lysates were cleared by centrifugation (20000 g, 15 min, 4 °C) before addition of 10x loading dye (5% Coomassie brilliant blue G-250, 500 mM 6-aminohexanoic acid, 100 mM Bis-Tris, pH 7.0) and separated on 4%–13% polyacrylamide gradient gels with 4% stacking gel. Activity staining of respiratory chain complexes was performed at 30°C, according to published procedures (Wittig *et al.*, 2007). Briefly, for complex IV staining, gel stripes were incubated in 50 mM KPi (pH 7.4), 0.5 mg/mL diaminobenzidine and 1 mg/mL reduced cytochrome *c*. Complex V staining was performed in 35 mM Tris/HCl, 220 mM glycine (pH 8.3), 8 mM ATP, 14 mM MgSO_4_, 0.2% Pb(NO_3_)_2_.

*Metabolic labeling of newly synthesized proteins with L-AHA*

This step was performed using the Click-iT® metabolic labeling and detection of newly synthesized proteins kit (Invitrogen) according to the manufacturer's instructions. Briefly, 6.4 × 10^7^ cells are required to prepare a lysate with approximately 200 μg of protein. The Click-iT® metabolic labeling reagent was solubilized with DMSO to a final 1000x stock solution to ensure that the DMSO concentration is not more than 0.1–0.2% in the culture. Cells were washed once with warm PBS and methionine-free medium was added to the cells and incubated at 30°C for 90 min to deplete the cellular methionine reserves. Metabolic labeling reagent- L-AHA was added to the cell medium to the 40 µM final concentration, gently mixed, and incubated at 30°C for 90 min. Cells were pelleted by centrifugation at 400 g, 5 min. Cell pellet was washed 3 times with PBS, resuspended in lysis buffer (0.2 U/µl zymolyase, PBS, and protease inhibitors), and incubated at 37°C for 60 min. To solubilize the proteins and disperse the DNA, lysate was sonicated with a probe sonicator, vortexed for 5 min, then centrifuged at 10000 g at 4°C for 5 min. Protein concentration was measured using Bradford assay (Sigma). The protein samples were loaded onto two equivalent 1D SDS-PAGE gel (10% resolving gel): one was transferred onto a PVDF membrane and the second one stained by silver staining.

The detection was accomplished via a biotin alkyne detection molecule using the Click-IT ™ protein analysis detection kit (Invitrogen) and streptavidin-HRP on photographic film. Protein amount representing newly synthetized proteins was quantified by using ImageJ software: intensity of the each entire lane from each strain was normalized to the total protein amount, i.e. the intensity of the entire lane of the silver-stained gel, run simultaneously (described above).

**Supporting references:**

Anders S, Pyl PT, Huber W (2014) HTSeq—a Python framework to work with high-throughput sequencing data. *Bioinformatics* **31**, 166-169.

Boratyn GM, Schaefer AA, Agarwala R, Altschul SF, Lipman DJ, Madden TL (2012) Domain enhanced lookup time accelerated BLAST. *Biology Direct* **7**, 12.

Blamowska M, Sichting M, Mapa K, Mokranjac D, Neupert W, Hell K (2010) ATPase domain and interdomain linker play a key role in aggregation of mitochondrial Hsp70 chaperone Ssc1. *J. Biol. Chem.* **285**, 4423-4431.

Brackley KI, Grantham J (2009) Activities of the chaperonin containing TCP-1 (CCT): implications for cell cycle progression and cytoskeletal organisation. *Cell Stress Chaperones* **14**, 23-31.

De Keyzer J, Steel GJ, Hale SJ, Humphries D, Stirling CJ (2009) Nucleotide Binding by Lhs1p Is Essential for Its Nucleotide Exchange Activity and for Function in Vivo. J. Biol. Chem. **284**, 31564-31571.

Gietz D R, Schiestl R H (2007) High-efficiency yeast transformation using the LiAc/SS carrier DNA/PEG method*.* *Nat. Protoc.* **2**, 31–34.

Huber W, Carey VJ, Gentleman R, Anders S, Carlson M, Carvalho BS, Bravo HC, Davis S, Gatto L, Girke T, Gottardo R, Hahne F, Hansen KD, Irizarry RA, Lawrence M, Love MI, MacDonald J, Obenchain V, Oleś AK, Pagès H, Reyes A, Shannon P, Smyth GK, Tenenbaum D, Waldron L, Morgan M (2015) Orchestrating high-throughput genomic analysis with Bioconductor. *Nat. Methods* **12**, 115-121.

Love MI, Huber W, Anders S (2014) Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol.* **15**, 550.

Meisinger C, Pfanner N, Truscott KN (2006) Isolation of yeast mitochondria. *Methods Mol. Biol.* **313**, 33-39.

#### Ott AK, Locher L, Koch M, Deuerling E (2015) Functional Dissection of the Nascent Polypeptide-Associated Complex in *Saccharomyces cerevisiae*. *PLoS One* 10, e0143457.

Petit P, Glab N, Marie D, Kieffer H, Métézeau P (1996) Discrimination of respiratory dysfunction in yeast mutants by confocal microscopy, image, and flow cytometry. *Cytometry* **23**, 28-38.

R Core Team (2012) R: A language and environment for statistical computing. R Foundation for Statistical Computing, Vienna, Austria. ISBN 3-900051-07-0.

Rodriguez ME, Azizuddin K, Zhang P, Chiu SM, Lam M, Kenney ME, Burda C, Oleinick NL (2008) Targeting of mitochondria by 10-N-alkyl acridine orange analogues: role of alkyl chain length in determining cellular uptake and localization. *Mitochondrion* **8**, 237-246.

Sambrook J, Fritsch EF, Maniatis T (1989) Molecular Cloning: A Laboratory Manual, 2nd Ed., Cold Spring Habor Laboratory Press, Cold Spring Harbor, NY

Vowinckel J, Hartl J, Butler R, Ralser M (2015) MitoLoc: A method for the simultaneous quantification of mitochondrial network morphology and membrane potential in single cells*.* *Mitochondrion* **24**, 77–86.

Wehr NB, Levine RL (2013) Quantification of protein carbonylation. *Methods Mol. Biol.* **965**, 265-281.

Wittig I, Karas M, Schaegger H (2007) High resolution clear native electrophoresis for in-gel functional assays and fluorescence studies of membrane protein complexes. *Mol. Cell Proteomics* **6**, 1215-1225.

**Supporting Information Figures:**

**Figure S1. Enrichment in four different chaperones from different cellular compartments results in alleviation of protein stress.**

**(A)** Flow cytometry based detection of the protein level in each ChES strain as well as in Hsp82 enriched strain was performed on fixed cells using an appropriate combination of primary and secondary antibody (for details see Methods). Control is wild type yeast with an empty vector. Data on the graph are mean ± SD from at two independent cultures. P values were calculated using ANOVA plus post hoc. *** p<0.001; ** p<0.01; * p<0.05.

**(B)** Western blot is shown revealing that ChES display a decreased level of Hsp90 relative to the control (wild type yeast with an empty vector). ß-actin band (loading control) was used for normalization.

**(C)** The fraction of cells containing at least one Hsp104-dependent protein aggregate is increased in iChES, strains enriched in inactivated versions of the studied chaperones. The protein aggregates were visualized via fusion of Hsp104 chaperone with GFP using the spinning disc confocal microscopy. Protein aggregation propensity is expressed as the fraction of cells with at least one aggregate. More than 1000 cells were screened for aggregates starting from two independent exponential yeast cultures for each strain. Control is wild type yeast with an empty vector. Data on the graph are mean ± SD from at two independent cultures. P values were calculated using ANOVA plus post hoc. *** p<0.001; ** p<0.01; * p<0.05.

**(D)** Protein carbonylation (PC), as a marker of protein oxidative damage, is slightly increased in iChES. ELISA based assay is used to measure the total amount of PC, where the absorbance at 450 nm reports on the PC level. Control is wild type yeast with an empty vector. Data on the graph are mean ± SD from at least 3 independent cultures, each performed in technical triplicate. P values were calculated using ANOVA plus post hoc. *** p<0.001; ** p<0.01; * p<0.05.

**(E)** The level of reactive oxygen species (ROS) is decreased in the ChES. Data are represented as mean ± SD from 3 independent cultures, each measured in duplicate. ** p<0.01 (ANOVA plus post hoc).

**(F)** The differential gene expression, measured by qPCR, characteristic of enrichment in inactivated versions of the studied chaperones does not phenocopy glucose starvation response. Top panel displays genes encoding respiratory chain components, and bottom panel the genes encoding metabolic enzymes as well as some typical stress markers. Control is wild type yeast with an empty vector. UBC6 was used for normalization. Data on the graph are mean ± SD from at least 3 independent cultures, each performed in technical triplicate. P values were calculated using ANOVA plus post hoc. *** p<0.001; ** p<0.01; * p<0.05.

**Figure S2. Examples of representative images of Hsp104-GFP tagged protein aggregates.** The imaging was performed using spinning disk confocal microscopy.

**Figure S3.** **The schematic presentation of domain architecture of each studied chaperone.** The images were generated using BLAST search against the non-redundant database, with each chaperone sequence as input. The parts of proteins deleted or modified by a point mutation are labeled with a purple rectangle or arrow.

**Figure S4. Chaperone activity is critical for the induction of the glucose starvation-like response.**

**(A)** Growth curves, measured as a growth in optical density of each strain at optimal growth temperature, 30^o^C, over time. The point at which the cells were harvested is labeled with an arrowhead for each strain. A representative curve is displayed for all four ChES since they display consistent results.

**(B)** Oxygen consumption does not change upon enrichment in inactivated versions of each chaperone (iChES). Control is wild type yeast with an empty vector. Data are mean ± SD from at least 3 independent cultures, each performed in triplicate. *** p<0.001; ** p<0.01; * p<0.05 (ANOVA plus post hoc).

**(C)** Mean mitochondrial volume was quantified using ImageJ MitoLoc plugin. As input, images obtained using spinning disc confocal microscopy were used, where each cell was analyzed individually for mitochondrial volume. More than 300 cells were screened for each strain. Data are mean ± SD from two independent cultures. *** p<0.001; ** p<0.01; * p<0.05 (ANOVA plus post hoc).

**(D)** The composition (Coomassie stain) and the activity *in vitro* of the respiratory chain complexes do not display any changes in the ChES relative to the control strain (wild type yeast with empty vector).

**Figure S5. TOR deactivation and consequent Snf1 activation are key events leading to the glucose starvation-like response in ChES.**

**(A)** Western blot detection of phosphorylated Snf1 and the ß-actin (loading control), used for normalization.

**(B)** Transcript levels of target genes in the case of chaperone enrichment in the absence of Snf1. Top panel displays genes encoding respiratory chain components, and bottom panel the genes encoding metabolic enzymes. Control is wild type yeast with an empty vector. UBC6 was used for normalization. Data on the graph are mean ± SD from at least 3 independent cultures, each performed in technical triplicate. P values were calculated using ANOVA plus post hoc. *** p<0.001; ** p<0.01; * p<0.05.

**(C)** Western blot based detection of the newly synthesized proteins and the corresponding total protein gel used for normalization in ChES strains, and in the strain with constitutively active Tor1 kinase (caTor1).

**(D)** Western blot based detection of Sch9 and phosphorylated Sch9. β-actin was used as loading control and the intensity of its band for normalization.

**(E)** Western blot detection of phosphorylated Snf1 and the ß-actin (loading control), used for normalization in strains with varying TOR pathway activity, and strains overexpressing each of the four studied chaperone in the genetic background of caTor1.

**(F)** Transcript levels of target genes in the case of chaperone enrichment in the background of constitutive Tor1 activity (caTor1). Control is wild type yeast with an empty vector was used. UBC6 was used for normalization. Data on the graph are mean ± SD from at least 3 independent cultures, each performed in technical triplicate. P values were calculated using ANOVA plus post hoc. *** p<0.001; ** p<0.01; * p<0.05.

**(G)** Transcript levels of target genes in the case of chaperone enrichment in the ΔTor1 background. Control is wild type yeast with an empty vector. Top panel displays genes encoding respiratory chain components, and bottom panel the genes encoding metabolic enzymes. UBC6 was used for normalization. Data on the graph are mean ± SD from at least 3 independent cultures, each performed in technical triplicate. P values were calculated using ANOVA plus post hoc. *** p<0.001; ** p<0.01; * p<0.05.

**(H)** Transcript levels of target genes in the ΔSnf1 treated with 100 nM torin. Control is wild type yeast with an empty vector. Top panel displays genes encoding respiratory chain components, and bottom panel the genes encoding metabolic enzymes. UBC6 was used for normalization. Data on the graph are mean ± SD from at least 3 independent cultures, each performed in technical triplicate. P values were calculated using ANOVA plus post hoc. *** p<0.001; ** p<0.01; * p<0.05.

**Figure S6. Hsp82 activity reduction results in Tor1 deactivation.**

**(A)** Western blot detection of phosphorylated Snf1 and the ß-actin (loading control), used for normalization in strains overexpressing Hsp82 together with each of the four studied chaperones. Control is wild type yeast with the empty plasmid.

**(B)** Western blot based detection of the newly synthesized proteins and the corresponding total protein gel used for normalization in strains overexpressing Hsp82 together with each of the four studied chaperones. Control is wild type yeast with the empty plasmid.

**(C)** Transcript levels of target genes upon treatment with geldanamycin in control (wild type yeast) and the caTor1 background. Left panel displays genes encoding respiratory chain components, and the right panel the genes encoding metabolic enzymes. UBC6 was used for normalization. Data on the graph are mean ± SD from at least 3 independent cultures, each performed in technical triplicate. P values were calculated using ANOVA plus post hoc. *** p<0.001; ** p<0.01; * p<0.05.

**Figure S7. (A) Replicative lifespan of ChES with overnight storage at 4^o^C.** The number of cells is 103, 97, 109, and 112 for the wild type with an empty plasmid continuously at 30^o^C, wild type with an empty plasmid with overnight at 4^o^C, oe LHS1 (overnight at 4^o^C), and oe EGD2 (overnight at 4^o^C), respectively.

Principle component analysis-based filtering of RNASeq replicates: First two principal component coordinates were used to identify outlier replicates and gave **(B)** PCA plot before removal of outliers, and **(C)** PCA plot after removal of outliers.

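The 11 libraries with deposited values were compared over the 6592 genes with a mean of at least 5 normalized counts. Whether they are the libraries that the authors kept after this filtering was not tested. The gap to the paper's Fig. 1D values, read from its colours, bears on this but does not decide it. Over 19 genes the median gap (log2) was 0.42 in the libraries labelled oe SSC1 and 0.07 without replicate 3. The largest gap there was 0.81 and 0.88. In oe LHS1 the median was 0.12, and 0.02 without replicate 1, with largest gaps of 0.37 and 1.65. These settings were chosen after the values were seen. By correlation across genes, for which genes are not independent replicates, 9 of 11 libraries were most alike to a library of another strain, where 9.0 are expected if the most alike library is drawn at random. Pearson's r across genes had a median of 0.917 over the 10 pairs within strains and 0.930 over the 45 pairs between strains. The exceptions were oe LHS1 replicates 2 and 3, most alike to each other with r = 0.993. The oe EGD2 replicate 2 and oe TCP1 replicate 2 libraries also reached r = 0.993, and the replicate 1 libraries of the 4 strains lay between 0.977 and 0.990. Each of these 4 was most alike to another replicate 1 library. In all, 7 of 11 libraries were most alike to one with the same replicate number, where 3.0 are expected when the numbers are exchanged within strains (exact permutation test, p = 0.032), a test chosen after the data were examined. In a principal component analysis of the log2 values, the first component held 57.2% and the second 19.0% of the variance, and the libraries labelled oe SSC1 lay at 2.7, -45.4 and 44.7 on the first. Differences between strains took 31.4% of the variance, where 30.0% is expected by chance for 4 groups among 11 libraries. Genes of ribosome biogenesis and of storage carbohydrates had weights at opposite ends of the first component.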

**Supporting Information Tables:**

**Table S1**. The summary of the RNA Sequencing results with the data for each strain organized in separate tabs.

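Table S1 holds one sheet per strain with the DESeq2 comparison against the control. The oe TCP1 sheet lists the 1234 genes with an adjusted p up to 0.1 by DESeq2, 755 of them higher and 479 lower in the paper's analysis, and 835 with an adjusted p under 0.05 by DESeq2. Of the 755 genes in the oe EGD2 sheet, 161 were used here, and the sheets of oe SSC1 (2760 genes) and oe LHS1 (2602 genes) were not used here. In the paper's oe TCP1 values, URA3, the marker gene of the overexpression plasmids, is among the largest differences with a log2 value of 4.95. In the libraries examined here URA3 had 227012 ± 45489 normalized counts in oe LHS1 (SD, n = 3) and 222998 ± 130668 in oe TCP1 (SD, n = 3), against an implied control level of 7225.5. UPS2, which encodes a mitochondrial protein of phospholipid metabolism, stood at 1.37 in oe LHS1, 1.33 in oe EGD2 and 1.32 in the libraries labelled oe SSC1 (log2 ratio to the implied level). INO2, an activator of phospholipid synthesis genes, stood at 1.34, 1.16 and 1.36 in the same order.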

**Table S2.** The list of genes with their transcript levels measured by qPCR in this study and used primers.

How the deposited data were processed for this re-analysis (not part of the article)

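The experiment examined here is the RNASeq of the 4 ChES, yeast strains that overexpress SSC1, LHS1, EGD2 or TCP1 from plasmids. The values are a table of signal per gene, which the authors deposited as DESeq2-normalized counts. The authors aligned single-end reads of 50 bases to sacCer3 with STAR 2.3.0e, counted reads per Ensembl gene with htseq-count 0.6.0 (minimum alignment quality 10, strand not used), removed outlier replicates by PCA of rlog values and divided by DESeq2 size factors. The paper's text does not name the version of DESeq2. Low values in every column are whole multiples of one step, so whole reads could be recovered, and 100% of them lay within 0.01 of a whole number in each of the 11 libraries. The reference used here for coordinates is the R64 assembly, the same assembly as sacCer3, and 6045 of 7122 genes matched it by systematic name. In the table, 4 lines were emptied for this work and are not reported here.

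The table holds 3 libraries each of oe SSC1, oe LHS1 and oe TCP1 and 2 of oe EGD2. The 3 control libraries are not analysed here, so every comparison with the control that had been planned, for genes and for gene lists, could not be run. The depth was 10127206 to 20286329 reads per library, and normalized totals were 12434424 to 14256032. The labels give exponential growth in 2% glucose, while the paper's methods describe induction in 2% galactose and cells after the diauxic shift. Both name YPD for the wild type and -URA medium for the overexpression strains. For the induction, the methods describe YPD with galactose in place of glucose, and state that the empty vector control was handled in the same way.

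Strains were compared with limma 3.58.1 in R 4.3.3 (mean-variance trend) on log2 of the normalized count plus 1, over 6592 genes with a mean of at least 5, all 4 strains in one fit, with Benjamini-Hochberg adjusted p under 0.05. Each strain was set against the mean of the other 3, and an F test covered differences among the 4. Gene lists, 27 in all, were written before the data were examined and tested with camera (preset correlation 0.01), again with a correlation estimated from the data, and with fry. These list tests between strains were added after the data were examined, since the lists were written for comparisons with the control. The lists belong to the same design as the rule for naming genes. The paper's values for oe TCP1 and for part of oe EGD2 had been seen when that rule was written. The lists can thus not be taken as blind to these values. Single genes were also compared by exact permutation tests. The tests were tried on simulated data of the same design, where limma recovered 94% of 8-fold and 40% of 2-fold differences for oe SSC1 against the other strains and 78% and 23% for oe EGD2, at the observed spread. At that spread, 7 of 141 limma calls and 54 of 208 DESeq2 calls were false for oe SSC1. For oe EGD2 these were 5 of 106 and 70 of 209. The simulation drew each gene independently, while in the real libraries 57.2% of the variance lay on the first principal component. The rates of recovery and of false calls may therefore not carry over to the real libraries.

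The implied control level of a gene is the mean of the 3 oe TCP1 libraries divided by the paper's fold change of oe TCP1 in Table S1. It was chosen after the data were examined. It exists for 1234 genes, all of which the paper lists for oe TCP1, so a tally of directions over them describes these genes and not the genome. Across the 146 genes also in the part of the oe EGD2 sheet used here, Pearson's r between both sources was 0.999, and 95% differed by less than 0.13. The genes of that part all have an adjusted p of at most 0.0054 by DESeq2 in the paper, so genes with weaker differences in oe EGD2 were not checked. The mean of the 11 libraries with 3 at the implied level does not match the baseMean of Table S1. The log2 of their ratio had a median of -0.04 over the 1234 genes, with a 5th percentile of -0.34 and a 95th of 0.38, and the cause was not found. If the fold changes of Table S1 are moderated values, the implied level is shifted toward oe TCP1, most for genes with few reads, and this was not tested. The control's spread is not known, and no test, overlap or correlation across strains was computed from it. Ratios are the log2 of the mean of a strain's libraries over the implied level, and the SD is that of the libraries' log2 ratios.

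The genes named are, by a rule written before the data were examined, those in Fig. 1D, in Table S2 and in the RNASeq part of the Results, the 4 chaperones, HSP82, HSC82, URA3, the 3 largest rises and falls past the threshold in each strain, and up to 4 members per list. The paper's values for oe TCP1 and for part of oe EGD2 had been seen when the rule was written. Without tests against the control, list members were named from their ratios to the implied level, after these had been seen, as were HIP1's neighbour, the galactose genes, and the genes called by DESeq2.

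The alternatives set before the data were examined were pseudocounts of 0.5 and 5, no filter and a mean of at least 50, rescaling to one total, quantile normalization, limma without a trend, edgeR 4.0.16 with TMM and DESeq2 1.42.0 on the recovered reads, an adjusted p under 0.1, replicate numbers as a block, each library left out in turn, an estimated correlation for the lists, and lists without the overexpressed chaperones and URA3. For ratios to the implied level, leaving out each library of the strain was added later. Splits of the 11 libraries into groups of the same sizes were drawn 100 times. Figures were drawn with matplotlib 3.10.9, and tables were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Reads, the PCA plots, and the qPCR, protein and lifespan measurements were not used here.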

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

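The tests of growth state, depth, few reads, growth medium and of other splits were set before their results were seen, and those of exchanged libraries, heat shock, the neighbouring gene, amino acid genes and shared replicate numbers were chosen only after the result was seen, as were the interval in the growth medium test and the comparison of most alike libraries with the number expected at random.

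HIP1, the gene of the histidine permease, was higher in the libraries labelled oe SSC1 than in the other 3 ChES, by 4.02 (log2, limma adjusted p = 6.6e-04, higher in 3 of 3 libraries), a difference between strains in a gene the paper does not discuss, while SSC1 was above all other strains in 1 of the 3 libraries. An exchange of the other 2 libraries with those of oe LHS1 or oe TCP1 is argued against, since LHS1 and TCP1 were at most 1.17 times the median of the strains not overexpressing them, and so are reads of TDH3, the neighbour of HIP1, whose difference was 0.00 (log2, standard error 0.69) and whose lowest level within the strain, 67142 in replicate 2, stood beside the highest HIP1 level, 46307. The high SSC1 level in replicate 2 is in line with a heat shock response of that culture, because the heat shock list, which does not hold SSC1, was higher there by a median of 1.96 (23 of 25 members), with SSC1 itself higher by 1.85 and HSP82 5.4-fold. A nutrient response that moves amino acid genes by more than 1 (log2) is argued against in replicates 1 and 2, where the median of the 34 amino acid synthesis genes lay at -0.47 and -0.51 from the mean of all libraries, but may contribute in replicate 3, where it lay at 1.19. HIP1 itself was lowest of the strain in replicate 3, at 27237 normalized counts, against 31571 and 46307 in replicates 1 and 2. That the strain may carry HIP1 on its plasmid in place of SSC1, or that the labels of these libraries are wrong in a way not covered by the exchange test, stays open and was not tested. The paper reports by flow cytometry (Fig. S1A) that Ssc1 protein was enriched in this strain. Its methods give an antibody against the His tag for the overexpression strains, and one against Ssc1 for the endogenous level. A signal from the tag does not tell which tagged protein was present, so it does not decide between these possibilities.

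Libraries of one strain were no more alike than libraries of different strains, with 9 of 11 most alike to a library of another strain, where 9.0 are expected at random. Library depth and genes with few reads cannot be told apart from other explanations, since the number was 9 after thinning every library to the lowest depth and 9 over genes with a mean of at least 1000 normalized counts, the number expected at random, which decides nothing. Exchanged libraries of oe LHS1 or oe TCP1 are argued against, since the lowest labelled library held at least 8.55 times the highest other library for both genes. A difference in growth or nutrient state between cultures may contribute, since the weights of the ribosome biogenesis list on the first component lay at percentile 0.0 of random lists and those of the storage carbohydrate list at 100.0. The gluconeogenesis, antioxidant, sulfate assimilation and iron regulon lists also lay at 100.0 and cytosolic ribosomal proteins at 0.0. Snf1 and TORC1 components lay at 51.5. Genes of a list can vary together more than random genes, so an extreme percentile was likelier beforehand. A batch shared by libraries with the same replicate number may also contribute, since 7 of 11 libraries, all 4 with number 1 among them, were most alike to one of the same number, which a share of 0.032 of the 432 renumberings within strains reached (3.0 expected), while batches that the labels do not give were not tested.

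URA3 stood at 4.51 to 5.11 (log2) over the implied control level in the 4 strains. A different growth medium of the control cannot be told apart from other explanations, since 50.0% of 8 amino acid and pyrimidine synthesis genes in the oe TCP1 sheet were higher (4 of 8, 95% Wilson interval 21.5% to 78.5%), too few genes to decide. The sample labels and the captions of the paper describe the control as wild type with an empty vector. The methods and the labels name YPD for the wild type and -URA medium for the overexpression strains. For the induction, the methods describe YPD with galactose in place of glucose, and state that this control was handled in the same way. Whether the control libraries carried the vector was not tested here, and no biological explanation was tested.

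For the numbers of genes past the threshold, chance could not be excluded, which concerns the counts and not LHS1 and TCP1, named in advance, whose lowest library lay 10.7 and 8.55 times above the highest of the other strains (exact permutation p = 0.0061 each, the smallest of 165 splits). Of 100 splits of the libraries, 6 gave at least the 1 gene of oe SSC1 against the other strains (highest other split 3235), 6 the 1 gene of oe LHS1 (highest other 1372), 5 the 1 gene of oe TCP1 (highest other 3093) and 5 the 3 genes differing among the strains (highest other 4266). Splits that call so many genes point to a structure of the samples other than the strains.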

How the results depend on the processing

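The ratios to the implied control level and the list tests between strains, with their left-out libraries, were chosen only after the data were seen, and the other alternatives were set before. The calls of HIP1, LHS1 and TCP1 in their strains held under all 22 alternatives run for each, HIP1 from 3.80 to 4.18, LHS1 from 4.42 to 5.10 and TCP1 from 3.52 to 4.07 (log2), and SSC1 (-0.38 to 1.06) and EGD2 (0.87 to 1.31) passed under none of 22. The number of genes past the threshold changed with DESeq2 on the recovered reads, to 4 in oe SSC1, 2 in oe EGD2 and 3 in oe TCP1. In the simulated data at the observed spread, DESeq2 made more false calls than limma. These were 54 of 208 against 7 of 141 for oe SSC1, 70 of 209 against 5 of 106 for oe EGD2 and 63 of 213 against 5 of 129 for oe TCP1. The simulation drew each gene independently, unlike the real libraries, so its rates may not carry over. Which of the added calls are false was not tested. The 52 other counts, and all 55 with 1 library left out, stayed within 1.5 times. With rescaling to one total the median of all genes stood at -0.102 in oe EGD2, against -0.008 without it. With the replicate number as a block the counts were 1, 1, 0 and 1 in oe SSC1, oe LHS1, oe EGD2 and oe TCP1. Once each strain's mean was removed, 8 of 15 pairs of libraries with the same number correlated above 0.1 (r across genes from -0.58 to 0.64), so the numbers were not taken as pairs, although 8 of 11 libraries correlated best with one of their own number, and 5 of 6 pairs of replicate 1 libraries lay from 0.21 to 0.53 (the other -0.19). List calls by camera were lost in 18 settings that keep all libraries, the estimated correlation among them, and in 19 with 1 library left out, while 134 and 133 kept their side of the threshold. With 1 library left out, results turned in direction for the TCA cycle list in oe SSC1 (range -0.42 to 0.02, highest without oe SSC1 replicate 2), the heat shock list in oe SSC1 (range -0.16 to 1.14, lowest without oe SSC1 replicate 2), ACO1 in oe EGD2 over the implied level (range -0.25 to 0.13) and COX4 in oe SSC1 over the implied level (range -0.11 to 0.02), the cause not tested. Among other ratios given here, CIT3 and PCK1 in oe LHS1 (-0.36 without replicate 1 and 0.07 without replicate 3), COX3 in oe EGD2 (-0.07 without replicate 2) and TIR1 in the libraries labelled oe SSC1 (-0.88 without replicate 1) also changed sign. Of the 57 ratios of Fig. 1D genes, 15 changed sign or moved over 1.5 times with 1 library left out, 9 in the libraries labelled oe SSC1, 5 in oe EGD2 and 1 in oe LHS1. Besides ratios given at the claims, these were PGI1 (-1.39 to -0.48), PDA1 (-1.12 to -0.38), FBA1 (-1.69 to -0.72), FUM1 (-1.03 to -0.34) and ATP20 (0.07 to 0.35), all in the libraries labelled oe SSC1. Leaving out 1 of the 2 oe EGD2 libraries assumes that the other varies like the other strains. A fit of only the groups compared is the same fit here and was not run, nor was any planned comparison with the control. The ratios of the mitochondrially encoded genes named rest on few reads, 5 to 62 normalized counts per library, and whether depth limits them was not tested.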

Differences from the paper's values

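The paper's values below were read from the colours of Fig. 1D and are about values, and the values set beside them are log2 ratios to the implied control level, a comparison chosen after the data were seen. For the ratios, no alternative was set before the data were examined, and leaving out single libraries was added later. The gap is judged against the SD between libraries. This SD measures how libraries vary, not how far values from the same RNASeq experiment should lie apart. A count of genes that differ thus depends on the SD as well as on the gap. The median gap was 0.42 in the libraries labelled oe SSC1, with 4 of 19 genes counted, and 0.31 in oe EGD2, with 11 of 19.

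In oe EGD2, 11 of 19 genes differ from the paper's value in Fig. 1D. The paper's value is about -1.0 for PGI1 (here -0.73), about -0.73 for PDA1 (here -0.32), about -1.2 for TDH3 (here -0.89), about -1.0 for FBA1 (here -0.59) and about -1.6 for GPM1 (here -0.66) in Fig. 1D. In the same panel, Fig. 1D, it is about -0.67 for FUM1 (here -0.27), about -0.54 for ACO1 (here -0.05), about 1.3 for CYC1 (here 0.65), about 1.6 for COX1 (here 1.19), about -1.3 for SOD2 (here -0.30) and about -1.3 for HSP150 (here -0.55). The signs are the same in all 11. Against the paper's Table S1 values for oe EGD2, such ratios differed by a median of 0.01 and at most 0.35 over 146 genes. COX4 and COX5A are among the 146, at 0.83 and 0.82 in both sources. The 11 genes are not in the part of that sheet used here, so their Fig. 1D values could not be set against Table S1. Why the figure differs was not tested. Without oe EGD2 replicate 1 the COX1 value, and without oe EGD2 replicate 2 the HSP150 value, falls within the SD of the paper's, a setting chosen after seeing the values that drops none of the genes, and the other 9 differ with either library left out.

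In the libraries labelled oe SSC1, 4 of 19 genes differ, or 7 without replicate 1, 11 without replicate 2 and 4 without replicate 3. The paper's value in Fig. 1D is about 0.77 for COX4 (here -0.04, the opposite sign), about 0.68 for COX5A (here 0.26), about 0.77 for COX8 (here 0.10) and about 0.92 for ATP20 (here 0.24), and each differs with any 1 library left out. ATP20 was taken as YPR020W, while Table S2 of the paper sets that name beside YJR121W, which is ATP2, so the gene behind this value is uncertain. In oe LHS1, 1 of 19 genes differs, TDH3, with about -1.5 in Fig. 1D as the paper's value and -1.54 here, a gap smaller than the precision of the reading, and it falls within the SD without oe LHS1 replicate 3, a setting chosen after seeing the values. The other 15 genes of oe SSC1, 18 of oe LHS1 and 8 of oe EGD2 lie within the SD, but this depends on single libraries. PGI1, POT1 and HSP150 also differ in the libraries labelled oe SSC1 without replicate 1, and PGI1, TDH3, FUM1, ACO1, POX1, ATP6 and HSP150 without replicate 2. In oe LHS1, POT1 also differs without replicate 1 and PDA1 without replicate 3, and in oe EGD2, ATP6 differs without replicate 1 and COX8 without replicate 2.

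The median gap to the paper's values over the 19 genes was 0.42 (log2) in the libraries labelled oe SSC1 and 0.07 without replicate 3, where COX4, COX5A, COX8 and ATP20 still differ. It was 0.12 in oe LHS1 and 0.02 without replicate 1, where TDH3 and POT1 differ, and 0.31 in oe EGD2, 0.35 without replicate 1 and 0.32 without replicate 2. Leaving out these libraries was chosen after seeing the values and drops none of the genes.

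The paper states that RNASeq and flow cytometry both showed the overexpression of each chaperone. Here LHS1 and TCP1 passed the threshold in their strains against the other ChES, EGD2 did not (log2 1.09, limma adjusted p = 0.71) although both oe EGD2 libraries lay above all 9 others, the lower one at 1.08 times the highest other, and SSC1 did not (log2 0.34, limma adjusted p = 1.0), and neither passed with edgeR or DESeq2. The overexpression over the control itself was not tested. The paper names HSP150, HSP26 and Hsp90 among heat shock genes that are lower in the ChES. Of 5 heat shock list members with an implied control level, HSP150 was lower in all 4 strains, as the paper has it, and BTN2, SSA4, FES1 and SSA3 were higher in all 4. HSP26 and the Hsp90 genes had no implied level, since the paper's oe TCP1 sheet, which lists genes with an adjusted p up to 0.1 by DESeq2, does not hold them. The methods speak of triplicates of each strain and of a removal of outliers, and 2 libraries of oe EGD2 were compared here.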

Other observations

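All comparisons with the implied control level and all list tests between strains in this part were chosen only after the data were seen. The genes with an implied level were selected by their difference in oe TCP1, so the counts below do not describe whole lists. All 6 members of the iron regulon list (of 14) in the oe TCP1 sheet of Table S1 were below the implied level in each strain (5 of 6 in oe EGD2 without replicate 2), with a median log2 ratio of -1.96 in the libraries labelled oe SSC1, -2.80 in oe LHS1, -0.97 in oe EGD2 and -1.75 in oe TCP1. FIT2 and FIT3, cell wall proteins that retain siderophore iron, were below it in all 11 libraries, FIT3 at -3.68 ± 0.51 in oe LHS1 (SD, n = 3) and -1.37 ± 0.46 in oe EGD2 (SD, n = 2). Of the 10 hypoxic genes, 4 are in the sheet and all 4 were lower in oe LHS1, oe EGD2 and oe TCP1, and 3 in the libraries labelled oe SSC1, where TIR1, a cell wall mannoprotein, stood at 0.17 (-0.88 without oe SSC1 replicate 1). Genes of sulfate assimilation and methionine were higher, 9 of 9 in the sheet (of 18) in each strain, with medians from 0.37 in oe LHS1 to 1.83 in oe EGD2, but 5 of 9 in oe LHS1 without replicate 1, with a median of 0.03, and MET6, the methionine synthase, was above the implied level in 7 of 11 libraries. All 3 genes of inositol and phospholipid synthesis in the sheet (of 9) were higher in each strain, INO1, the inositol-3-phosphate synthase, at 2.96 ± 0.97 in oe EGD2 (SD, n = 2).

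In the fermentation list 4 of 11 genes are in the sheet, 2 lower and 2 higher in each strain (3 lower in oe EGD2 without replicate 2), with ADH1, the main fermentative alcohol dehydrogenase, at -1.35 in oe TCP1 and PDC5, a pyruvate decarboxylase, from 0.30 to 1.21 (the highest, in the libraries labelled oe SSC1, 0.37 without replicate 2). Of the amino acid synthesis genes 3 of 34 are in the sheet, with LEU1 from 0.72 to 2.03 (the lowest, in oe LHS1, 0.26 without replicate 1), and of the pyrimidine genes 6 of 13, with URA1 from -2.03 to -1.06. Mitochondrial ribosomal protein genes in the sheet were higher, 6 of 6 (of 67) in each strain (5 in the libraries labelled oe SSC1 without replicate 1), as were 2 of 2 cytosolic ones (of 138). Of the endoplasmic reticulum folding genes 3 of 11 are in the sheet, with PDI1, the protein disulfide isomerase, from -0.72 to -0.40 (the highest, in oe EGD2, -0.66 and -0.18 in the single libraries), and of the chaperonin genes 1 of 8, TCP1, at -0.69 to -0.43 in the strains that do not overexpress it. GAL80, a repressor of galactose genes, was the 1 of 8 galactose genes in the sheet, at -0.57 to -0.39. The galactose-induced genes GAL1, GAL7 and GAL10 had 237 to 836, 42 to 417 and 167 to 733 normalized counts per library. No member of 5 lists is in the sheet, namely storage carbohydrates, ribosome biogenesis, Snf1 and TORC1 components, the nascent polypeptide-associated complex, and mitochondrial import.

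Between the strains, camera called 8 of 27 lists in oe SSC1, 15 in oe LHS1, 12 in oe EGD2 and 11 in oe TCP1 with a preset correlation, and 0 with an estimated correlation, while fry called 1 list in oe LHS1 and 0 in the others. That list, endoplasmic reticulum folding, holds LHS1 itself (fry adjusted p = 0.018), and without the overexpressed chaperones and URA3 fry called 0 lists in every strain (0.47 for this list in oe LHS1). The storage carbohydrate list had a median difference of 2.00 in oe EGD2 (adjusted p = 0.65 with an estimated correlation) and -1.48 in oe LHS1 (adjusted p = 0.57 with an estimated correlation), and the ribosome biogenesis list -0.96 and 0.77.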
